# The Loss of PPARγ Expression and Signaling Is a Key Feature of Cutaneous Actinic Disease and Squamous Cell Carcinoma: Association with Tumor Stromal Inflammation

**DOI:** 10.3390/cells13161356

**Published:** 2024-08-15

**Authors:** Raymond L. Konger, Xiaoling Xuei, Ethel Derr-Yellin, Fang Fang, Hongyu Gao, Yunlong Liu

**Keywords:** peroxisome proliferator-activated receptor, inflammation, tumor suppression, non-melanoma skin cancer, actinic keratoses, cutaneous squamous cell carcinoma, transcriptomics, gene set enrichment analysis

## Abstract

Given the importance of peroxisome proliferator-activated receptor (PPAR)-gamma in epidermal inflammation and carcinogenesis, we analyzed the transcriptomic changes observed in epidermal PPARγ-deficient mice (*Pparg*-/-^epi^). A gene set enrichment analysis revealed a close association with epithelial malignancy, inflammatory cell chemotaxis, and cell survival. Single-cell sequencing of *Pparg*-/-^epi^ mice verified changes to the stromal compartment, including increased inflammatory cell infiltrates, particularly neutrophils, and an increase in fibroblasts expressing myofibroblast marker genes. A comparison of transcriptomic data from *Pparg*-/-^epi^ and publicly available human and/or mouse actinic keratoses (AKs) and cutaneous squamous cell carcinomas (SCCs) revealed a strong correlation between the datasets. Importantly, PPAR signaling was the top common inhibited canonical pathway in AKs and SCCs. Both AKs and SCCs also had significantly reduced *PPARG* expression and PPARγ activity z-scores. Smaller reductions in *PPARA* expression and PPARα activity and increased *PPARD* expression but reduced PPARδ activation were also observed. Reduced PPAR activity was also associated with reduced PPARα/RXRα activity, while LPS/IL1-mediated inhibition of RXR activity was significantly activated in the tumor datasets. Notably, these changes were not observed in normal sun-exposed skin relative to non-exposed skin. Finally, *Ppara* and *Pparg* were heavily expressed in sebocytes, while *Ppard* was highly expressed in myofibroblasts, suggesting that PPARδ has a role in myofibroblast differentiation. In conclusion, these data provide strong evidence that PPARγ and possibly PPARα represent key tumor suppressors by acting as master inhibitors of the inflammatory changes found in AKs and SCCs.

## 1. Introduction

PPARs are members of a large family of related ligand-activated nuclear receptors that bind to a common consensus recognition sequence in the promoters of target genes, the peroxisome proliferators response element (PPRE). The ligand-induced activation of PPARs bound to the PPRE subsequently induces target gene transcription (for review, see [1]). Three different PPAR proteins have been identified (PPARα, PPARδ, and PPARγ), all of which require heterodimerization with the retinoid X receptor α (RXRα) for PPRE binding and transcriptional activity [1]. Endogenous PPAR ligands include unsaturated and saturated fatty acids and fatty acid metabolites [2,3]. While the three different PPAR receptors exhibit differences in tissue distribution, all three PPARs are known to be expressed in human and mouse skin [4]. In addition, all three PPAR subtypes play key roles as homeostatic regulators of lipid metabolism, energy balance, and cellular differentiation [2,3]. 

In addition to its role as a direct transcriptional regulator of genes involved in energy balance and lipid metabolism, PPARγ acts through mechanistically distinct transrepressive signaling pathways to suppress the activities of other transcription factors, such as NF-κB, activator protein 1 (AP-1), and the nuclear factor of activated T cells (NFAT) [5]. Using a whole transcriptomic analysis of differentially expressed genes in *Pparg-/-*^epi^ relative to wildtype control mice, we showed that *Pparg-/-*^epi^ mice exhibit a marked increase in inflammatory mediators and gene products associated with inflammasome activation, indicating that PPARγ has a key role as an important immune modulator [6]. The mice also developed spontaneous inflammatory skin lesions [6]. PPARγ was seen to have a role as a suppressor of cutaneous inflammation in studies of inflammatory dermatoses. Relative to normal human control skin, PPARγ transcripts in psoriatic and atopic lesions are reduced by 8- and 3.3-fold, respectively [7]. Another study demonstrated that *PPARG* mRNA is significantly decreased in human lichen planopilaris, a form of scarring (cicatricial) alopecia [8]. 

PPARs have also received interest for their potential role in neoplastic development. The keratinocyte-specific loss of *Pparg* in mice *(Pparg-/-*^epi^ mice) results in increased photocarcinogenesis and photoinflammation [9], as well as a severe defect in normal contact hypersensitivity (CHS) responses [10]. Similarly, the epidermal-specific loss of either *Pparg* or its heterodimeric partner RXRα in mice resulted in an approximately 2-fold increase in DMBA/PMA-induced tumors [11]. DMBA treatment in mice with hemizygous germline loss of *Pparg* resulted in a cancer incidence increase of over 3-fold, while metastatic disease increased by 4.6-fold [12]. The increase in cancers included a 1.7-fold increase in cutaneous papilloma multiplicity. 

In addition to these loss-of-function models, pharmacologic gain-of-function studies also indicate the potential role of PPARγ agonists in cutaneous malignancy. The treatment of mice with rosiglitazone was shown to suppress chemical carcinogenesis by approximately 70% [13]. Rosiglitazone also blocks the ability of ultraviolet light to suppress both CHS responses and anti-tumor immunity [10]. In addition, rosiglitazone promotes anti-tumor immune reactions in a mouse immunogenic cutaneous SCC tumor model [14]. In yet another study, the anti-neoplastic efficacy of immune therapy consisting of CTLA4 blockade and a cancer vaccine was enhanced by the addition of rosiglitazone treatment [15]. Collectively, these data indicate a potential tumor suppressor role of PPARγ that is mediated by its effects on inflammation and anti-tumor immune responses. 

Chronic inflammation and immunosuppression are hallmarks of the tumor microenvironment [16,17]. While malignant tumors orchestrate changes to the stromal microenvironment to promote tumor growth and escape from immune surveillance, it is unclear how this process is regulated. Mice lacking epidermal *Pparg* (*Pparg*-/-^epi^ mice) also exhibit immune suppression, chronic inflammation, and increased chemical and photocarcinogenesis. We were therefore interested in determining whether the transcriptomic changes observed in *Pparg*-/-^epi^ mice exhibit any overlap with non-melanoma skin cancer (NMSC). We utilized a transcriptomic analysis and single-cell RNA sequencing (scRNAseq) to provide evidence that PPAR signaling is the top inhibited canonical signaling pathway in NMSC and that this loss correlates with significant reductions in PPARγ expression and activity and increased cytokine and chemokine signaling. Smaller but significant reductions in PPARα mRNA expression and activity were also seen, suggesting a potential tumor suppressor role for PPARα as well. In *Pparg*-/-^epi^ mice, scRNAseq further indicated that epidermal *Pparg* is a key epidermal regulator that modulates the recruitment of stromal myeloid, lymphoid, and fibroblast populations. 

## 2. Materials and Methods

### 2.1. Animal Studies

The derivation of mice lacking epidermal *Pparg* in the C57BL/6 background (*Pparg*-/-^epi^) and wildtype controls (lacking Cre recombinase) was previously described [10]. Mice were housed under specific pathogen-free conditions at the Indiana University School of Medicine. 

### 2.2. Whole Transcriptomic mRNA Sequencing

mRNA sequencing and a subsequent differentially expressed gene analysis were performed on epidermal scrapings of *Pparg*-/-^epi^ mice relative to wildtype controls as previously described [6]. Sequencing was carried out on RNA obtained from the skin of 6 mice per genotype [6]. In this previously published study, we characterized how changes in gene expression correlated with the phenotypic changes that we observed in *Pparg*-/-^epi^ mice. This included spontaneous inflammatory skin lesions, an asebia phenotype, and epidermal permeability defects. This dataset is also publicly available at the Gene Expression Omnibus (GEO), National Center for Biotechnology Information (NCBI) depository (accession number: GSE164024). 

### 2.3. Single Cell Isolation

Two mice (one male and one female) were euthanized for each genotype (wildtype and *Pparg*-/-^epi^). Dermal and epidermal cells were isolated from areas of telogen phase hair cycling for each mouse. For dermal cell preparation, the tissues were minced and digested in 2.5 mg Liberase TM, 16.7 mg DNase I, penicillin, and streptomycin in RPMI media (all reagents from Sigma-Aldrich, St. Louis, MO, USA) for 90 min at 37 °C. The digest was filtered through a 40 μm filter. After adding 5 mL of ice-cold dialyzed FBS, the samples were centrifuged at 300× *g* for 10 min. RBC lysis (RBC Lysis Buffer, Cat #00-4333-57, ThermoFisher Scientific, Waltham, MA, USA) followed by dead cell removal (dead cell removal kit #130-090-101, Miltenyi Biotec, Auburn, CA, USA) with centrifugation were performed after each step. The cell prep was washed twice with cell suspension buffer [PBS (calcium, magnesium, DNase, and RNase free) (Catolog # 40120706, bioWORLD, Dublin, OH, USA) containing 1% BSA] followed by centrifugation. RNA sequencing was then performed on a final cell prep resuspended in cell suspension buffer containing 0.5 U/µL SUPERaseIn™ RNase Inhibitor (Catalog #AM2694, ThermoFisher Scientific, Waltham, MA, USA) and 0.5 U/µL Protector RNase Inhibitor (Catalog #3335399001, Sigma-Aldrich, St. Louis, MO, USA). 

For epidermal cell preps, the dermal fat and dermis were removed using a scalpel, and the epidermal sheet was suspended in dispase II solution Sigma-Aldrich, St. Louis, MO, USA) for 2 hrs at 37 °C. After suctioning the dispase and scraping the epidermis from the dermis, the tissue was rinsed with PBS, centrifuged, and incubated in 5 mL Accutase solution (Cat# CnT-Accutase-100, CELLnTEC Advanced Cell Systems, Bern, Switzerland) for 20 min at room temp. After filtering through a 70 µm filter, 5 mL of dialyzed FBS was added, and the cells were pelleted by centrifugation. Dead cell removal and further processing were then performed as described for the dermal cell prep. The epidermal cells and dermal cells were then recombined at a 1:10 ratio (dermal vs. epidermal), and the male and female cells were pooled together. 

### 2.4. Single-Cell Sequencing and Library Prep Protocol

After evaluating for cell number, cell viability, and cell size, the appropriate number of cells were loaded on a multiple-channel micro-fluidics chip of the Chromium Single-Cell Instrument (10x Genomics, Pleasanton, CA, USA) with a targeted cell recovery of 10,000. Single-cell gel beads in emulsion containing barcoded oligonucleotides and reverse transcriptase reagents were generated with the v3.1 Next GEM Single Cell 3′ reagent kit (10X Genomics, Pleasanton, CA, USA). Following cell capture and cell lysis, cDNA was synthesized and amplified. An Illumina sequencing library was then prepared with the amplified cDNA with the Chromium™ Next GEM Single-Cell 3′ GEM, Library & Gel Bead Kit v3.1 (10X Genomics, Pleasanton, CA, USA). The resulting library was sequenced, including cell barcode and UMI sequences, and 100 bp RNA reads were generated with Illumina NovaSeq 6000 (Illumina, San Diego, CA, USA) at the Center for Medical Genomics of the Indiana University School of Medicine.

### 2.5. Analysis of scRNAseq Data

CellRanger 6.1.1 (http://support.10xgenomics.com/ 10X Genomics, Pleasanton, CA, USA. Accessed on 7 January 2022) was utilized to process the raw sequence data generated. Briefly, cellranger mkfastq was implemented to demultiplex raw base sequence calls generated from the Illumina sequencer into sample-specific FASTQ files. The FASTQ files were then aligned to the mouse reference genome mm10 with RNAseq aligner STAR. The aligned reads were traced back to individual cells, and the gene expression level of individual genes were quantified based on the number of UMIs (unique molecular indices) detected in each cell. The filtered feature-cell barcode matrices generated using CellRanger were used for further analysis. 

### 2.6. SoupX Analysis

The R package SoupX version 1.5.2 [18] was used to remove cell-free contaminating RNA from the data.

### 2.7. Seurat Analysis

The R package Seurat version 4.0 [19,20,21,22] was used for the following analyses: cell type/state discovery with graph-based clustering, cell cluster marker gene identification, and various visualization. A QC metrics of the library size, number of features/genes, and mitochondrial reads (based on median absolute deviation (MAD); MAD of 3 used here) was calculated with Scater [23]. This, together with the QC analysis in Seurat, were used to determine the parameters used for excluding low-quality cells.

### 2.8. Performing QC and Selecting Cells for Further Analysis

Low-quality cells were excluded with the following criteria: cells with unique feature/gene counts over 7000 or less than 300 or >10% reads mapped to mitochondrial genome. A summary of the final scRNAseq data output is shown in Figure S1 (WT mouse cells) and Figure S2 (*Pparg*-/-^epi^ mouse cells). 

### 2.9. Unsupervised Cell Cluster Segregation and Cluster Identification

Unsupervised clustering was performed using Loupe Browser software (v6.5.0; 10x Genomics, Pleasanton, CA, USA) by uniform manifold approximation and projection (UMAP). Using Loupe Browser, DEGs for each individual cell cluster were obtained. The cell type within each cluster was identified by uploading the top differentially expressed genes for each cluster into the Enrichr online analysis application [24,25,26] and then cross-referencing with the PanglaoDB database [27]. 

### 2.10. GTEX Data Analysis

Tissue-specific (sun-exposed lower leg skin and sun-protected suprapubic skin) TPM for *PPARA*, *PPARD*, and *PPARG* were downloaded from the GTEX portal [www.gtexportal.org]. After uploading the TPM data, differential expression for the PPARs was calculated using edgeR (DEApp website: yanli.shinyapps.io/DEApp/. Accessed 6 December 2023) [28].

### 2.11. Gene Set Enrichment Analysis

Ingenuity Pathway Analysis (IPA) was performed to identify predicted diseases and biofunctions, canonical pathways, and upstream regulators that are enriched in datasets relative to what would be expected by chance (QIAGEN Inc., Germantown, MD, USA. https://digitalinsights.qiagen.com/IPA, Accessed 6 December 2023) [29]. 

## 3. Results

### 3.1. The Transcriptomic Changes in Pparg-/-^epi^ Mice Show a Strong Correlation to Inflammatory Cell Recruitment and Mobilization

To better understand how the loss of epidermal *Pparg* reflects disease processes, we reanalyzed our transcriptomic dataset from *Pparg*-/-^epi^ mouse skin and wildtype mouse skin (GSE164024, [6]). After obtaining the list of differentially expressed genes (DEGs) that we observed in *Pparg*-/-^epi^ mouse skin relative to wildtype mouse skin, we uploaded this dataset into Ingenuity Pathway Analysis (IPA, Qiagen, Germantown, MD, USA) and then performed a gene set enrichment (GSE) analysis for diseases and biofunctions (the complete annotated list is in Table S1). 

A potential clue of how PPARγ could influence cancer is seen in Table 1, in which the top 20 matching disease and biofunction terms are shown after sorting by the highest positive activation z-scores. All 20 had activation z-scores of 3.942 to 5.052, well above the 2.0 cutoff that is used to predict activation. Of these, 15 of the biofunctions were associated with inflammatory cell homing, chemotaxis, or the inflammatory response. The remaining biofunctions were related to cell viability, tumor or cell invasion, and the growth of lesions or tumors. Given the important role of inflammation in cancer, these data suggest that the primary interaction of PPARγ in tumor development may center on its anti-inflammatory activity. Overall, this approach found a strong linkage to inflammatory biofunctions, as shown in Table 1. 

### 3.2. Single-Cell Sequencing of Pparg-/-^epi^ Mice Reveals Increase in Immune Cells, Particularly Neutrophils

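*Pparg*, the targeted gene, encodes a nuclear receptor that drives lipid synthesis in sebocytes and adipocytes. It lies on chromosome 6 of GRCm38 from 115360951 to 115490399 (ENSMUSG00000000440). It had 1035 UMIs, or 7.44 counts per 1000000 UMIs (CPM), in the library labelled *Pparg*-/- epi, and 487 UMIs, or 4.05 CPM, in the library labelled WT. Keratinocytes, the cells meant to lack the gene, held 616 UMIs (16.8 CPM) in the library labelled *Pparg*-/- epi and 5 UMIs (0.130 CPM) in the library labelled WT, a log2 ratio of 7.02 (4.51 under a stricter cell filter, 8.04 with means of per-cell CPM). Of the 616 UMIs, 476 came from a sub-cluster of 258 cells that met no marker list, and the other 1807 keratinocytes stood at 4.18 CPM. The leading genes *Apoc1*, *Moxd1* and *Sostdc1* of the sub-cluster also led the keratinocyte cluster that held 22 of the 23 sebocytes. Fibroblasts held 189 UMIs (2.45 CPM) and 94 UMIs (1.56 CPM). Macrophages, monocytes and dendritic cells ran the other way, with 166 UMIs (14.0 CPM) in the library labelled *Pparg*-/- epi and 302 UMIs (28.5 CPM) in the library labelled WT. In keratinocytes and over all cells these levels go against the labels. A 3′ tag that lies outside the deleted part of a gene is still counted, and the paper's text does not name the deleted exons, so the tags check neither genotype. The lack of lipid-filled sebocytes and the lower *Ppara* level that the paper gives for other samples of these mice run as the labels say, with *Ppara* here at a log2 ratio of -1.81 over all cells. Those samples were not analysed here. The paper's pathway scores for PPAR signaling draw in part on these libraries and rest on the same labels. The libraries are therefore named by their labels, and every direction between them holds only as far as the labels do.

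Dermal and epidermal cells of telogen skin from 1 male and 1 female mouse per genotype were recombined at 1 dermal part to 10 epidermal parts and pooled, so that each genotype gave 1 library, captured for 10000 cells with 3′ chemistry. The authors aligned the reads to mm10 with CellRanger 6.1.1 and counted UMIs per gene and cell, and these unnormalized counts were the values read here. Their later correction for cell-free RNA with SoupX is not in the counts and was not repeated. The cell filter of the paper (300 to 7000 genes and at most 10% mitochondrial UMIs) kept 9728 of 10228 barcodes in the library labelled *Pparg*-/- epi and 12456 of 12699 in the library labelled WT. The kept cells held 139179825 and 120333463 UMIs, with medians of 12151 and 9023 UMIs and of 3044.5 and 2513 genes per cell. With 1 library per genotype, no test between genotypes was possible, and no p-value is given. Shares of cells carry exact Clopper-Pearson intervals, sums of UMIs exact Poisson intervals and ratios of shares or of CPM log-normal intervals, all at 95%. These intervals and the limits set on counts of 0 (3 UMIs or 3 cells) cover counting error only, not differences between mice. Those of summed UMIs and their ratios also leave out the spread between cells, since they count each UMI as independent, and are too narrow where few cells hold most UMIs.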

To determine how the loss of epidermal *Pparg* alters the stromal immune environment, we next performed single-cell sequencing of skin from both the WT and *Pparg*-/-^epi^ mice. 

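Over all cells, and among genes with at least 50 UMIs and 50 CPM in the higher library, *Mmp13*, which encodes a collagenase, stood furthest above the WT label, by 9.91 on the log2 scale. *Retnlg*, *S100a8* and *S100a9*, which neutrophils carry in large amounts, were higher in the library labelled *Pparg*-/- epi by 8.19, 8.18 and 7.91. *Tnc* and *Spp1*, which encode the matrix proteins tenascin-C and osteopontin, were higher by 7.62 and 6.91. The acute-phase genes *Saa3*, *Lcn2* and *Hp* were higher by 7.65, 7.29 and 7.29, and *Cstdc5*, a protease inhibitor gene of stressed epidermis, by 8.16. The lowest log2 ratio among genes of that abundance was that of *Retnla*, a gene of alternatively activated macrophages, at -5.08. *Lyz1* and *Fcrls*, also of macrophages, had -3.13 and -2.31, and *Krt15*, a keratin of hair follicle stem cells and basal cells, had -2.98. *Sult1e1*, *Igfbp3* and *C7* followed at -2.57, -1.90 and -1.89. Means of per-cell CPM gave *Mmp13* 9.12, *Cstdc5* 7.52, *Tnc* 5.81, *Spp1* 5.52, *Hp* 6.61, *Lcn2* 7.90, *Retnla* -4.45, *Lyz1* -2.20 and *Fcrls* -1.51. These ratios of summed CPM add a difference in cell types to any difference within a type. The copy of Table S2 read here lists 1573 genes, 820 of them higher and 753 lower by the paper's log2 ratio. Across the 1572 of these genes measured here, the 2 sets of ratios had a Spearman rho of 0.9997 and the same sign for 1554. Both sets come from the same libraries, and genes are not independent replicates. In the paper's p-value column 1100 of the 1573 entries exceed 0.1, and its text names no threshold.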

We found that 1560 genes were differentially expressed in the *Pparg*-/-^epi^ cells relative to the WT cells (Figure 1A; a full list of DEGs can be found in Table S2). Of these, 94.9% of the DEGs were shared with the DEGs found in our previous whole transcriptomic RNAseq dataset [6]. 

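Fibroblasts, which build the dermal matrix, were the largest class, with 3799 cells in the library labelled *Pparg*-/- epi and 5723 in the library labelled WT. Keratinocytes, the cells of the epidermis and hair follicle, numbered 2065 and 4422. Macrophages, monocytes and dendritic cells numbered 1464 and 1015, lymphocytes 1347 and 563, neutrophils 549 and 7, and Langerhans cells, the antigen-presenting cells of the epidermis, 266 and 193. Melanocytes numbered 76 and 55, smooth muscle cells or pericytes 29 and 68, and sebocytes 0 and 23. A cluster with 69 and 76 cells was named mast cell-like by *Cpa3* and other markers, but it also held the muscle progenitor genes *Myf5* and *Pax7*. The clustering gave 31 clusters, 30 of which could be named from marker lists, so that each name means only that a cluster resembles that type. The remaining cluster, whose leading genes included *Krt77*, met no list and was left out of the classes, with 0.658% of cells in the library labelled *Pparg*-/- epi and 2.50% in the library labelled WT. The same class often lay in different clusters in the 2 libraries. Of the fibroblasts of the library labelled *Pparg*-/- epi, 37.3% lay in cluster 3, which held only 2 cells of the other library, whereas 57.4% of the fibroblasts of the library labelled WT lay in cluster 1. Among macrophages, monocytes and dendritic cells, cluster 5 held 80.6% in the library labelled *Pparg*-/- epi and cluster 10 held 66.5% in the library labelled WT. Keratinocytes lay mainly in clusters 11 and 12 (33.7% and 20.3%) in the library labelled *Pparg*-/- epi and in clusters 4 and 6 (31.6% and 21.5%) in the library labelled WT. A cluster that comes almost wholly from 1 library may reflect that library and not a cell type.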

After an unsupervised cluster analysis, 26 different cell clusters were identified (Figure 1B). Table S3 shows the Enrichr analysis for the cell types found in each cell cluster. After focusing on non-cytokeratin-expressing cells, we found that 44.11% of non-keratinocytes represented *Ptprc* (CD45)-expressing immune cells in *Pparg*-/-^epi^ mouse skin (Figure 1C and Table S3). In contrast, 20.42% of non-keratinocytes were *Ptprc*^+^ in the WT mouse skin (Figure 1C and Table S3). This increase in immune cells in *Pparg*-/-^epi^ mouse skin relative to other stromal cell types was reflected as an increase in both myeloid and lymphoid cell populations (Figure 1C). 

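*Ptprc* encodes CD45, the surface phosphatase of white blood cells, and lies on chromosome 1 of GRCm38 from 138062861 to 138175708 (ENSMUSG00000026395). In the library labelled *Pparg*-/- epi, cells of the neutrophil, macrophage, Langerhans cell and lymphocyte classes made up 3626 of 7599 non-keratinocytes, or 47.7% (46.6 to 48.8). A *Ptprc* UMI was seen in 96.4% of the neutrophils, 91.4% of the Langerhans cells, 91.2% of the lymphocytes and 85.4% of the macrophages, monocytes and dendritic cells. It was also seen in 3.97% of the fibroblasts and 3.24% of the keratinocytes of this library, classes that should lack the gene, at medians of 16872 and 15755 UMIs per cell. The immune share was taken from classes of cells and not from single *Ptprc* UMIs. Mast cells were not counted as immune cells, and doublets were left in.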

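The same immune classes made up 1778 of 7700 non-keratinocytes, or 23.1% (22.2 to 24.0), in the library labelled WT. *Ptprc* UMIs marked 92.9% of its lymphocytes, 91.7% of its macrophages, monocytes and dendritic cells, 85.7% of its neutrophils and 85.5% of its Langerhans cells, against 0.856% of its fibroblasts and 0.859% of its keratinocytes (medians of 10310 and 8105.5 UMIs). The immune share was thus 2.07 times as large in the library labelled *Pparg*-/- epi (1.97 to 2.17). Each library pools a male and a female mouse. Among cells with a Y-linked UMI and no *Xist* UMI, the immune share was 31.2% in the library labelled *Pparg*-/- epi and 7.67% in the library labelled WT. Among cells with an *Xist* UMI and no Y-linked UMI, it was 49.5% and 43.3%. Shallow cells are less often assigned to either set, and each set stands for 1 mouse per library.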

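Myeloid cells (neutrophils, macrophages, monocytes, dendritic cells and Langerhans cells) were 30.0% of non-keratinocytes (29.0 to 31.0) in the library labelled *Pparg*-/- epi and 15.8% (15.0 to 16.6) in the library labelled WT, a ratio of 1.90 (1.79 to 2.02). The direction differed between the sets of cells that stand for the pooled mice. Among cells with a Y-linked UMI and no *Xist* UMI, myeloid cells were 21.8% (20.2 to 23.5) in the library labelled *Pparg*-/- epi and 4.83% (4.17 to 5.56) in the library labelled WT, and among cells with an *Xist* UMI and no Y-linked UMI they were 27.3% (25.7 to 28.9) and 31.0% (29.2 to 32.9). Lymphocytes were 17.7% (16.9 to 18.6) and 7.31% (6.74 to 7.92), a ratio of 2.42 (2.21 to 2.66). Epidermal γδ T cells, the resident T cells of mouse epidermis, differed little, at 3.17% and 2.86% (ratio 1.11, 0.927 to 1.33), whereas the other lymphocytes were 14.6% and 4.45% (ratio 3.27, 2.91 to 3.67). Within the lymphocyte class, *Il17a*, which encodes the cytokine that draws neutrophils through epithelial cells, was higher in the library labelled *Pparg*-/- epi by 2.31 on the log2 scale, and *Foxp3*, the gene of the regulatory T cell factor, by 3.74. *Il22* and the type 2 cytokine gene *Il5* had log2 ratios of -4.08 (-3.03 with means of per-cell CPM) and -3.07. Of 19 measured genes of type 17 and type 2 lymphocytes, 7 were above and 4 below a 1.5-fold difference, and their median log2 ratio of -0.02 lay at percentile 41.2 of expression-matched random lists. All gene lists here were written after values of some members had been seen in Table S2, so their percentiles only describe these libraries. Among macrophages, monocytes and dendritic cells, 8 of 12 genes of tissue-resident or alternatively activated macrophages were lower by more than 1.5-fold and 2 were higher (median log2 -1.22, percentile 0). *Retnla*, the gene of alternatively activated macrophages, had a log2 ratio of -5.13, and *Timd4*, *Folr2* and *Cd163*, which mark long-lived resident macrophages, had -2.67, -2.56 and -2.15. The 2 higher members of the list were *Arg1*, an arginase gene of wound macrophages, by 7.48 (8.31 with means of per-cell CPM), and *Chil3*, by 5.04. The monocyte genes *Plac8*, *Ccr2* and *Ly6c2* were higher by 1.41, 0.61 and 0.46. The median gene of this class was itself higher by 0.25. Classes keep the make-up of their clusters, so these ratios add a difference between kinds of macrophage or lymphocyte to any difference within a kind.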

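Neutrophils, short-lived granulocytes that kill microbes, were 7 of the 1215 myeloid cells of the library labelled WT, or 0.576% (0.232 to 1.18). Macrophages, monocytes and dendritic cells, which clear debris and present antigen, were 83.5% of these myeloid cells, and Langerhans cells were 15.9% (13.9 to 18.1). The neutrophils shared a cluster with those of the other library and were named from markers such as *S100a8*, *S100a9* and *Retnlg*. Their median depth of 1609 UMIs was the lowest of the classes in the library labelled WT. Only cells that passed 300 genes were counted, and neutrophils hold little RNA, so the share covers captured cells and not tissue. With the libraries clustered separately, the share was 0%.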

After a further analysis of only the myeloid cell populations, we found that neutrophils represented only 0.6% of the total myeloid cell population observed in the WT mice (Figure 1D and Table S3). This low neutrophil count is not particularly surprising as neutrophils are infrequent in normal mouse skin [30]. In contrast, neutrophils represented 25.93% of the total myeloid cell population in *Pparg*-/-^epi^ mice, which is a 43-fold increase relative to the WT mice (Figure 1D). 

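In the library labelled *Pparg*-/- epi, 549 of 2279 myeloid cells were neutrophils, or 24.1% (22.3 to 25.9), which is 41.8 times the share in the library labelled WT (19.9 to 87.8). The wide interval stems from the few neutrophils of that library, where none were named with the libraries clustered separately. The share was 28.0% among myeloid cells with a Y-linked UMI and no *Xist* UMI, 6.94% among those with an *Xist* UMI and no Y-linked UMI, and 40.4% among those with neither. Langerhans cells were 11.7% of myeloid cells (10.4 to 13.1) and macrophages, monocytes and dendritic cells 64.2%. Fibroblasts, a source of signals that draw neutrophils, showed both directions among 7 measured chemoattractant genes. *Cxcl5*, a ligand of the neutrophil receptor CXCR2, and *Csf3*, the gene of granulocyte colony-stimulating factor, were higher in the library labelled *Pparg*-/- epi by 3.21 and 2.08 on the log2 scale. *Cxcl1*, *Cxcl2* and *Cxcl3*, ligands of the same receptor, had log2 ratios of -1.01, -1.22 and -1.63. Of the 7 genes, 3 were above and 4 below a 1.5-fold difference, with a median log2 ratio of -0.70 at percentile 0.320 of expression-matched random lists. Over all cells, 5 of 9 were above and 4 below (median 0.73, percentile 99.8), and in macrophages, monocytes and dendritic cells 4 of 7 were above and 2 below (median 0.70, percentile 94.6, with a median of 1.31 from means of per-cell CPM).

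**Figure D1:**
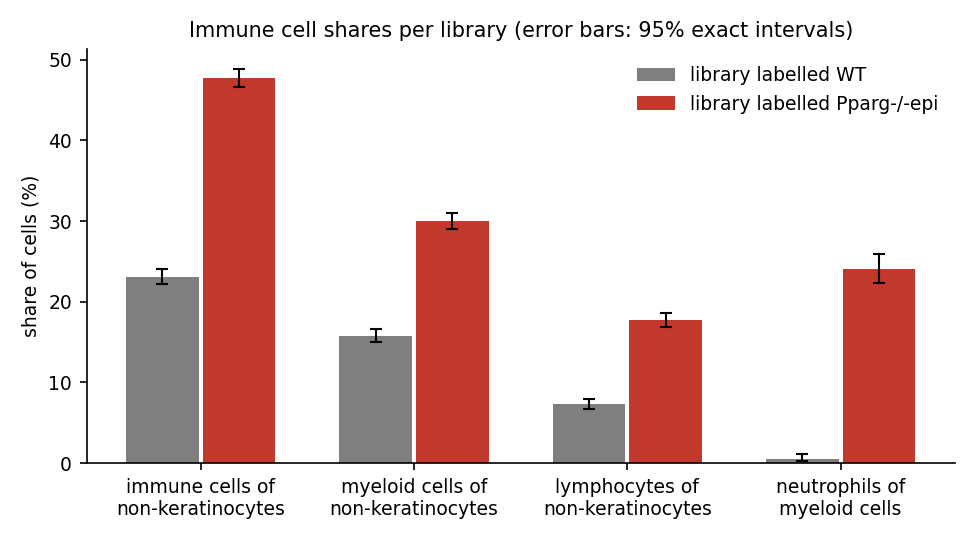
Bars give the share of cells in percent for immune cells, myeloid cells and lymphocytes among non-keratinocytes and for neutrophils among myeloid cells, in the library labelled WT (gray) and in the library labelled *Pparg*-/- epi (red), with exact 95% intervals as error bars. Immune cells stand at 23.1% and 47.7%, and neutrophils at 0.576% and 24.1%.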

### 3.3. Fibroblasts Expressing Myofibroblast Markers Are Increased in Pparg-/-^epi^ Mouse Skin

In addition to differences in immune cell clusters, we also found differences in the stromal fibroblasts from *Pparg*-/-^epi^ mouse skin. 

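Among fibroblasts, the collagenase gene *Mmp13* had 10627 UMIs in the library labelled *Pparg*-/- epi and 2 in the library labelled WT, a log2 ratio of 12.02 (10.39 to 13.65), and the gelatinase gene *Mmp9* was higher by 8.60. *Reg1* and *Reg3g*, secreted lectins of inflamed tissue, had no UMI in the library labelled WT and were at least 1528-fold and at least 1077-fold higher. *Tnc*, *Spp1*, *Lcn2*, *Hp* and *Saa3* were higher by 8.40, 8.47, 8.44, 8.30 and 7.58. Among genes with at least 50 UMIs and 50 CPM in the higher library, *Sult1e1*, an estrogen sulfotransferase gene, had the lowest ratio at -2.74, followed by *Gng4* and *Tdo2* at -2.32 each. Of 31 genes of fibrillar and activated matrix, 19 were higher by more than 1.5-fold and 1 was lower (median log2 1.50). *Tagln*, *Col8a1*, *Inhba*, *Timp1* and *Col12a1* were higher by 5.37, 4.77, 4.52, 4.44 and 3.70, whereas the main fibrillar collagen genes *Col1a1* and *Col1a2* had log2 ratios of -0.20 and -0.27. Of 10 matrix metalloproteinase genes, 8 were higher (median 2.51). Of 17 measured genes of glycolysis and hypoxia, 13 were higher (median 1.28), among them the glucose transporter gene *Slc2a1* by 2.32. Of 11 cell cycle genes, 10 were higher (median 2.81), with *Mki67* higher by 3.09. The 4 medians lay at or above percentile 99.99 of 10000 expression-matched random lists. Values of some list members had been seen in Table S2, which comes from these libraries, before the lists were written. These percentiles are therefore descriptive and no independent support. Of 22 genes induced by tissue dissociation, 12 were higher and 1 was lower (median 0.61, percentile 100). Means of per-cell CPM gave *Mmp9* 6.44, *Tnc* 6.85, *Spp1* 6.70, *Lcn2* 7.16 and *Reg3g* at least 9.46, against at least 10.07. Fibroblasts of the library labelled *Pparg*-/- epi were deeper, at a median of 16872 against 10310 UMIs, and the class gathers clusters that only 1 library fills.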

In Figure 2A, we show the expression of the collagen type I alpha 2 gene (*Col1a2*) in non-immune stromal cell clusters. 

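*Col1a2* encodes the α2 chain of type I collagen, the main fiber of the dermis, and lies on chromosome 6 of GRCm38 from 4504814 to 4541544 (ENSMUSG00000029661). Its level over all fibroblasts was 14334 CPM. Cluster 8, a fibroblast cluster with the tendon gene *Tnmd* among its leading genes, held the most, at 43136 CPM. Clusters 29, 1, 3, 7 and 24 held 15985, 14038, 13611, 12482 and 10702 CPM. Clusters 2 and 25 held the least of the fibroblast clusters, at 5583 and 5134 CPM. Every fibroblast cluster thus lay above the other named classes, among which keratinocytes held 110.2 CPM and sebocytes 29.9 CPM. The unnamed cluster 21, with keratinocyte genes among its leading genes, held 8159 CPM, more than clusters 2 and 25. The clusters are those of the re-clustering of both libraries, and their numbers are not those of the paper.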

Clusters 16 and 20, along with clusters 1, 3, 5, 9, 10, and 21, expressed high levels of *Col1a2*, consistent with the Enrichr identification of these clusters as fibroblasts. Also as expected, *Col1a2* gene expression was absent in clusters representing primarily melanocytes and mast cells (cluster 4) and smooth muscle cells (cluster 18). 

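Melanocytes, the pigment cells, held 1641 CPM of *Col1a2*, and smooth muscle cells or pericytes, the contractile cells of vessels and hair muscles, held 2494 CPM. The mast cell-like cluster held 218 CPM. White blood cells, which make no fibrillar collagen, held 1477 CPM in macrophages, monocytes and dendritic cells, 1485 CPM in lymphocytes, 1523 CPM in Langerhans cells and 2643 CPM in neutrophils. Melanocytes and smooth muscle cells thus lay within the range of the immune classes. The counts hold no correction for free RNA.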

The Enrichr analysis indicated that clusters 16 and 20 have differential gene expression overlap with pancreatic stellate cells (PSCs) (Table S3). As activated PSCs are highly fibrogenic myofibroblasts (myoFBs) [31], we verified that these fibroblast clusters express myofibroblast-specific genes. Figure 2B,C show the expression of S100 calcium binding protein A4 (*S100a4*) [also known as fibroblast specific protein 1] and alpha smooth muscle actin (*Acta2*), respectively. Both *S100a4* and *Acta2* are expressed in mouse dermal myofibroblasts, although *Acta2* is the more specific marker [32]. Only fibroblast clusters 16 and 20 expressed both markers, with the expression being particularly high in cluster 16. 

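*Acta2* encodes smooth muscle α-actin, the contractile actin of myofibroblasts, and lies on chromosome 19 of GRCm38 from 34241090 to 34255590 (ENSMUSG00000035783). *S100a4*, which encodes a calcium-binding protein of motile cells, lies on chromosome 3 from 90603771 to 90606045 (ENSMUSG00000001020). Neither gene was used for clustering. *Acta2* stood at 433 CPM in cluster 24, 302 CPM in cluster 3 and 281 CPM in cluster 25, against 0 UMIs in cluster 29 and 0.764 to 4.17 CPM in the other 4 fibroblast clusters. *S100a4* stood at 929.7, 740.4 and 849 CPM in clusters 24, 3 and 25, at 546 CPM in cluster 8 and at 26.9 to 118 CPM in the rest. Over all fibroblasts, *Acta2* was higher in the library labelled *Pparg*-/- epi by 7.91 on the log2 scale (7.52 to 8.31) and *S100a4* by 2.76 (2.72 to 2.80). *Acta2* was higher by 5.61 under the stricter cell filter, and means of per-cell CPM gave 7.00 for *Acta2* and 2.17 for *S100a4*. With each cell thinned to 1000 UMIs, both genes were seen together in 126 of 3778 fibroblasts, or 3.34% (2.79 to 3.96), of the library labelled *Pparg*-/- epi and in 1 of 5671, or 0.0176% (0.000446 to 0.0982), of the library labelled WT, a ratio of 189 (26.4 to 1353). Over its alternatives this ratio ran from 46.0 with doublets removed to 234, and it has no value with the libraries clustered separately. The thinning left out 21 and 52 cells, and without it the shares were 27.3% and 0.297%. In keratinocytes, a class that should lack the pair, the thinned shares were 0 of 2061, which allows up to 0.146%, and 1 of 4408, or 0.0227%, and the unthinned shares were 2.95% and 0.136%. *S100a4* is no mark of fibroblasts alone, since Langerhans cells held 3848 CPM and lymphocytes 2765 CPM.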

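*Acta2* reached 9374 CPM in the cluster of smooth muscle cells or pericytes, whose contractile cells are built around its actin, from 8042 UMIs in 97 cells. Both libraries gave a like level there, at 9192 CPM in 29 cells of the library labelled *Pparg*-/- epi and 9456 CPM in 68 cells of the library labelled WT. The mast cell-like cluster, which also holds muscle progenitor genes, had 653 CPM. Keratinocyte cluster 23, with hair follicle genes such as *Lhx2* and *Lgr5* among its leading genes, had 116 CPM, with 0 UMIs from the library labelled WT, and neutrophils had 49.1 CPM. The cluster joins smooth muscle cells and pericytes, which the markers did not part.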

As an internal positive control, *Acta2* was highly expressed in the smooth muscle cell cluster (cluster 18). 

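Clusters 3, 24 and 25 met the rule for myofibroblasts, contractile fibroblasts of wounds and fibrosis, with *Acta2* and *S100a4* both at least 2-fold the median fibroblast cluster. Cluster 24 held the most *Acta2* of the 3 and carried *Lrrc15* and *Tnc* beside cell division genes such as *Birc5*. In the library labelled WT it held 27 cells, or 0.456% of non-immune stromal cells (0.301 to 0.663), with 0.256% after removal of doublets and 0% with the libraries clustered separately. Its 27 cells there had 1 *Acta2* UMI among them, or 2.01 CPM. The rule was set after the clusters had been seen.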

In Figure 2D, we show that cluster 16 myofibroblasts were infrequent in the WT dermis (0.28% of non-immune stromal cells). In contrast, cluster 16 myofibroblasts were enriched in *Pparg*-/-^epi^ mice, representing nearly 5% of non-immune stromal cells (relative fold change of 17.7-fold over WT mice). Similarly, cluster 20 myofibroblasts were enriched by nearly 4-fold in *Pparg*-/-^epi^ mouse skin (26.34% vs. 6.68% of non-immune stromal cells in *Pparg*-/-^epi^ and WT skin, respectively). 

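Cluster 24 held 227 cells, or 5.71% of non-immune stromal cells (5.01 to 6.48), in the library labelled *Pparg*-/- epi, a ratio of 12.5 over the library labelled WT (8.43 to 18.6), or 22.1 with doublets removed. *Acta2* in these 227 cells stood at 459 CPM and *S100a4* at 974 CPM, with *Cxcl5*, a neutrophil chemoattractant gene, at 814 CPM. Cluster 24 led with genes of cell division, such as *Plk1* and *Ccna2*, and shared *Saa3*, *Timp1* and *Thbs4* with cluster 3 among its leading genes. It was the deepest fibroblast cluster of this library, at a median of 37097 UMIs per cell, and doublets were not removed from it.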

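Cluster 3, the largest cluster of fibroblasts with *Acta2*, held 35.7% of non-immune stromal cells (34.2 to 37.2) in the library labelled *Pparg*-/- epi, or 1417 cells, and 2 cells, or 0.0338% (0.00409 to 0.122), in the library labelled WT. This is a ratio of 1056 (264 to 4224). At resolution 2 the share of such a cluster in the library labelled *Pparg*-/- epi was 18.7%, with a ratio of 555, and with the libraries clustered separately it was 21.5%. The ratio was 529 with no cell filter and 514 with 3000 variable genes. Cluster 25, which carried the dermal papilla genes *Crabp1* and *Lef1*, held 3.67% (3.11 to 4.31) and 1.38% (1.10 to 1.72), a ratio of 2.65 (2.03 to 3.47). The 3 clusters together made up 45.1% (43.5 to 46.6) and 1.87% (1.54 to 2.25), a ratio of 24.0 (19.9 to 29.0) and of 15.5 at resolution 2. An *Acta2* UMI was seen in 62.1% of these cells in the library labelled *Pparg*-/- epi and in 5 of the 111 in the library labelled WT, or 4.50%, at medians of 26658 and 3732 UMIs, and with cells thinned to 1000 UMIs in 17.6% and in 1 of 108. At resolution 0.5 and under the first form of the naming rule, no cluster met the rule. Cluster 1, which carried the progenitor genes *Sfrp2* and *Igfbp6*, was larger in the library labelled WT, at 55.4% against 23.1%, as was cluster 8, at 11.4% against 3.93%. Within fibroblasts of the library labelled *Pparg*-/- epi, the 3 clusters held 41.4% of cells with a Y-linked UMI and no *Xist* UMI and 52.6% of cells with an *Xist* UMI and no Y-linked UMI. In the library labelled WT these shares were 1.33% and 2.05%. Since cluster 3 comes almost wholly from 1 library, its share measures how far the fibroblasts of the libraries lie apart as well as the number of myofibroblasts. From these immune cells and myofibroblasts, the paper concludes that the skin of these mice shows signs of a chronic inflammatory state.

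**Figure D2:**
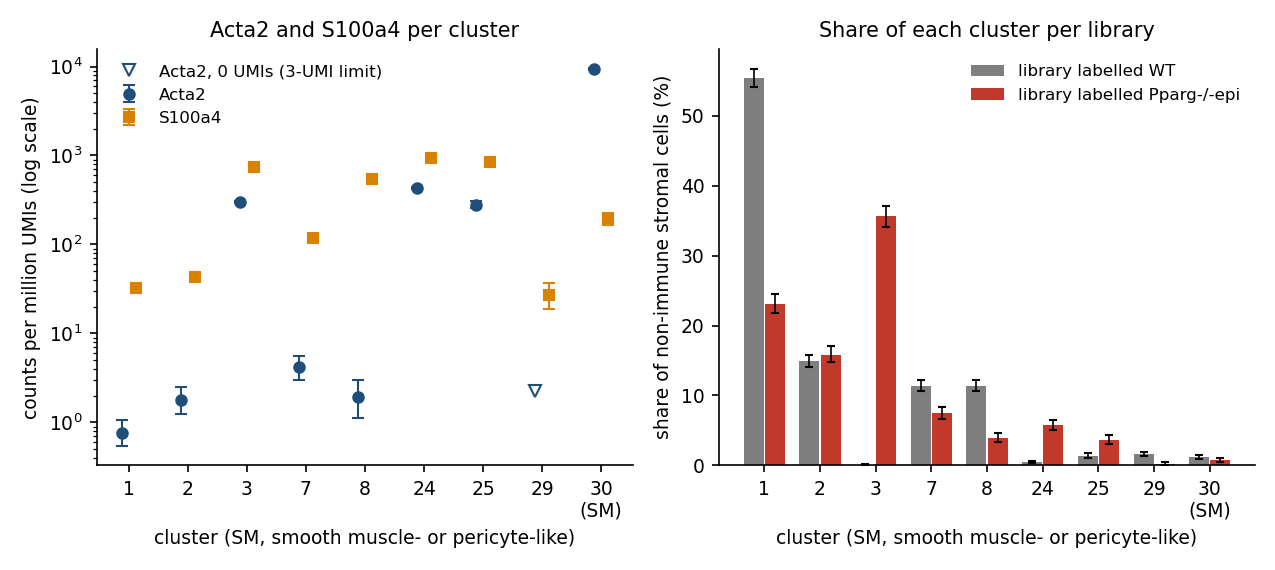
The left panel gives *Acta2* and *S100a4* in CPM (log scale) in each fibroblast cluster and in the smooth muscle or pericyte cluster (SM), both libraries together, with 95% intervals and an open triangle for the limit that 0 UMIs allow. The right panel gives each cluster's share of non-immune stromal cells in percent in the library labelled WT (gray) and in the library labelled *Pparg*-/- epi (red), where cluster 3 stands at 0.0338% and 35.7%.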

### 3.4. The GSE Analysis Reveals Strong Similarity between the Pparg-/-^epi^ Transcriptomic Data and That of Human Actinic Disease and Mouse and Human SCCs

To verify that the chronic inflammatory microenvironment observed in *Pparg*-/-^epi^ mice is relevant to non-melanoma skin cancer, we uploaded DEG datasets for both our whole transcriptomic RNAseq [6] and the single-cell RNAseq (Table S1) for the IPA. We also uploaded DEGs for publicly available transcriptomic datasets of human actinic keratoses (AKs), human SCCs, and mouse SCCs (relative to normal skin). (Details of the publicly available datasets can be found in Table S4.) To determine how closely the *Pparg*-/-^epi^ datasets correlate with the different tumor datasets, we performed a comparison analysis of diseases and biofunctions. 

Figure 3A,B show heatmaps that demonstrate the different disease and biofunction processes that are significantly associated with the datasets, and they are sorted by z-score. Figure 3A is limited to a comparison between *Pparg*-/-^epi^ mouse skin data and human AK or SCC datasets, while Figure 3B compares *Pparg*-/-^epi^ data to that of mouse SCC. Both the whole transcriptomic and single-cell RNA sequencing datasets for *Pparg*-/-^epi^ mice were largely in agreement, with the observed differences generally being associated with the non-informative z-scores (z-score near 0) in the scRNAseq dataset due to the much smaller DEG profile for this less sensitive technique. For the tumor datasets, the activating scores varied but were largely in agreement across datasets. As with the two different *Pparg*-/-^epi^ datasets, the greatest differences across the different tumor datasets were largely due to non-informative terms. In addition, no consensus was seen for “Organismal death”, which was predicted to be activated, inhibited, or not effected depending on the dataset. Surprisingly, the correlation between *Pparg*-/-^epi^ mouse skin and human AKs and SCCs (Figure 3A) was stronger than that between *Pparg*-/-^epi^ mice and mouse cutaneous SCCs (Figure 3B). When the *Pparg*-/-^epi^ mouse dataset was compared to that of mouse SCCs, there were more non-informative functions observed in the *Pparg*-/-^epi^ dataset compared to the mouse tumor datasets. 

Given that *Pparg*-/-^epi^ mice are highly susceptible to cutaneous carcinogenesis, it is particularly interesting that there was close agreement between the *Pparg*-/-^epi^ transcriptomic datasets with the tumor datasets. In both Figure 3A,B, the activating z-scores for functional annotations associated with cell movement, chemotaxis, and cell invasion were strongly associated with both the *Pparg*-/-^epi^ and tumor datasets. Other functions that were activated in most datasets included various functions associated with cell viability, tumor growth, tumor invasion, and metastasis. 

BCCs represent the most common NMSC observed in humans. We therefore also ran a correlation GSE analysis of our *Pparg*-/-^epi^ datasets with six human BCC transcriptomic datasets (Figure S3). As BCCs are not found in mice lacking disruptions in patched signaling, it is not surprising that there was a limited correlation between the diseases and biofunction annotations that were common to both the *Pparg*-/-^epi^ dataset and the BCC datasets. However, in contrast to the AK and SCC datasets, there was considerable discordance for the disease and biofunctions linked to different BCC datasets. This could indicate a greater degree of tumor heterogeneity in BCCs. Poor predictive modeling could also be due to a reduced number of gene expression changes or more modest effect size changes in the DEGs associated with indolent BCCs. 

### 3.5. The Canonical Pathway Analysis Shows that the Loss of PPAR Signaling Is a Top Inhibited Canonical Pathway in Human AKs, Human SCCs, and Mouse SCCs

To determine whether similarities in diseases and biofunctions are associated with common signaling pathways, we utilized an IPA to compare the canonical pathways that are predicted to be activated or inhibited based on the DEGs found in *Pparg*-/-^epi^ mouse skin and those from human AKs or SCCs (Figure 4A), as well as a comparison with both human and mouse SCCs (Figure 4B). As with diseases and biofunctions, there was a relatively high level of consistency in the z-scores between the pathways mapped to *Pparg*-/-^epi^ mouse skin and human tumors (Figure 4A). Canonical pathways with largely positive z-scores were heavily associated with cytokine and chemokine signaling, innate and adaptive immune responses, pyroptosis, the tumor microenvironment, and fibrosis. These changes are not surprising given the known role of inflammation in tumor–stroma interactions. 

The strong correlation between the predicted activation of these pathways in both malignancy and *Pparg*-/-^epi^ mouse skin further supports the potential role of PPARγ as a tumor-suppressing signal through its anti-inflammatory activity. It is therefore of interest that “PPAR Signaling” was the top common canonical pathway, which shows largely negative z-scores in Figure 4A. Interestingly, the canonical pathway “LPS/IL-1 Mediated inhibition of RXR Function” was predicted to be activated in most of the AK and SCC datasets. This is of interest as the inhibition of RXRα activity could indirectly impact PPAR signaling as all PPARs require heterodimerization with RXRα for their transcriptional activity. In addition, as noted above, LPS and IL1β signaling also directly inhibit *PPARG/Pparg* transcript expression and target gene expression [33]. Thus, the activation of this pathway can suppress PPARγ signaling both directly and indirectly. 

In Figure 4B, we show a similar heat map that illustrates common canonical pathways that are activated or inhibited in *Pparg*-/-^epi^ mouse skin and either human or mouse SCCs. As with Figure 4A, the canonical pathway “PPAR Signaling” showed largely negative z-scores in all SCC datasets. In addition, several additional canonical pathways linked to PPAR signaling were also inhibited. The “PPARα/RXRα activation” and “LXR/RXRα activation” canonical pathways were also predicted to be inhibited in *Pparg*-/-^epi^ mouse skin and the tumor datasets. The predicted suppression of signaling by these two heterodimeric partners of RXRα is consistent with the predicted activation of the “LPS/IL-mediated inhibition of RXR signaling” that we observed in the human AK and SCC datasets (black arrows in Figure 4A,B). 

As with the diseases and biofunctions in Figure 3, there was more disagreement in the canonical pathways between the *Pparg*-/-^epi^ mouse skin RNAseq data relative to the mouse SCCs than there was between the *Pparg*-/-^epi^ mice and human SCCs (compare Figure 4A,B). These differences included positive z-scores for canonical pathways such as “Phagosome Formation”, “Role of NFAT in Regulation of the Immune Response”, “T cell receptor signaling”, and “FAK Signaling” for *Pparg*-/-^epi^ mice and human SCCs, but there was a trend of negative z-scores for these canonical pathways in mouse SCCs. 

Finally, we also examined canonical signaling pathways in human BCCs (Figure S4). As with the diseases and biofunctions analysis, canonical signaling pathways that were annotated to the *Pparg*-/-^epi^ mouse or BCC datasets showed a poor consensus. This suggests that the gene expression changes that occur with the loss of epidermal *Pparg* may not be particularly relevant to the top canonical signaling pathways that are observed in BCCs. 

### 3.6. A Shift to Reduced PPAR and RXR Activity and Reduced PPARA/Ppara and PPARG/Pparg Expression but Increased PPARD/Ppard Expression Occurs during the Progression from Sun-Exposed Skin to NMSC

Given that PPAR and RXR signaling represent the top inhibited canonical signaling pathways in Figure 4A,B, we further examined how PPAR signaling, PPARα/RXRα activation, and the LPS/IL1-mediated inhibition of the RXR function were altered during tumor progression. 

In Figure 5A, we plot the mean z-scores for the canonical pathway “PPAR Signaling” for the human and mouse tumor dataset as well as human sun-exposed skin (hSES). For hSES relative to non-sun-exposed skin (NES), “PPAR Signaling” had significantly positive mean z-scores near the z-score activation cutoff of 2.0. In contrast, the mean z-scores were significantly reduced for human AKs, human SCCs, and mouse SCCs. In all three cases, the means were near the inhibitory z-score threshold of −2.0. The shift from a positive “PPAR Signaling” z-score in SES to a negative z-score in human SCC was also statistically significant. 

In Figure 5B, the mean z-scores for the canonical pathway “PPARα/RXRα Activation” are similarly shown. In the case of SES vs. NES, the datasets were non-informative, indicating no impact on the canonical pathway “PPARα/RXRα activation”. However, negative mean z-scores were observed for human AK, human SCC, and mouse SCC. Again, the mean z-score for human BCCs was not significantly different from zero. 

Figure 5C shows the z-score distribution for the different tumor types when the canonical pathway “LPS/IL1-mediated inhibition of RXR function” was plotted. Again, the SES vs. NES datasets were non-informative. For human AKs, human SCCs, and mouse SCCs, the mean z-scores were near or exceeded the activation cutoff of 2.0. In contrast to Figure 5A,B, human BCCs showed a significantly positive mean z-score, although this mean score was well below the activation cutoff. 

As PPAR isoforms have significant overlap in target genes, the decrease in the canonical pathway PPAR signaling that is seen in Figure 5A could reflect changes in the activity of one or more of the PPARα, PPARδ, or PPARγ isoforms. Moreover, the decrease in PPARα/RXRα the canonical pathway’s activation could indicate a reduction in PPARα activation. Alternatively, the increased activation of the canonical pathway “LPS/IL1-mediated inhibition of RXR function” indicates that RXRα activity is likely reduced, a result that would impact the activity of all three PPAR isoforms. We therefore examined PPAR isotype transcript expression in human sun-exposed skin (SES), AKs, human SCCs, and mouse cutaneous SCCs (Figure 5D).

In Figure 5D, the mean *PPARG* expression was increased in SES relative to NES by approximately 1.5-fold. In the premalignant AK and malignant BCC and human SCC datasets, this was reversed: the mean *PPARG* expression was reduced by 39.6% in AKs, 62.3% in SCCs, and 84.0% in BCCs. This change from non-malignant SES was statistically significant for both the SCC and BCC datasets. In mouse SCCs, *Pparg* expression was also decreased by 84.7% relative to normal skin. The data for *PPARA/Ppara* in Figure 5D were similar in pattern to that observed for *PPARG/Pparg*, although to a lesser degree. However, the reduction in *PPARA* expression for the tumor datasets was not significantly different from that obtained from the SES datasets. In contrast to *PPARA* and *PPARG*, *PPARD* expression was not altered in SES or BCCs, but *PPARD/Ppard* was significantly increased in AKs and both human and mouse SCCs. 

A limitation of the analysis in Figure 5D is the relatively small number of studies that reported *PPAR* expression in SES vs. NES. No PPAR expression data were reported in the studies by Kita et al. [34] and Zou et al. [35] (Table S4). However, both studies limited their reported DEGs to those that met both a statistical threshold and a fold change threshold. The absence of all three PPARs in their listed DEGs indicates that PPARs were only modestly or non-significantly altered in SES vs. NES. This idea was further supported by obtaining the GTEX dataset for SES (lower leg) and NES (suprapubic) and performing a differential expression analysis for the PPARs (Table S4). As expected, the changes in *PPAR* expression were modest and none were significant. Thus, a significant alteration in *PPAR* expression is not likely a feature of chronically sun-exposed skin. Thus, a shift to reduced *PPARA* and *PPARG* expression is a feature of premalignant AKs as well as the two most common NMSCs (BCC and SCC). For *PPARD*, this shift is reversed for AKs and SCCs, with a significant increase in expression relative to normal skin. 

Interestingly, when we examined *Ppara* and *Ppard* expression in our *Pparg*-/-^epi^ whole transcriptomic dataset, we found that the loss of epidermal *Pparg* resulted in a 60% decrease in *Ppara* expression (FC = −2.482 (FDR = 1.89 × 10^−12^)) and a 1.5-fold increase in *Ppard* expression (FDR = 2.66 × 10^−4^) [6]. It is important to note that in *Pparg*-/-^epi^ mice, the observed changes to *Ppara* expression in the skin are triggered by the loss of *Pparg* only within keratinocytes. 

In the tumor datasets, it is unclear whether the observed changes in *PPAR* expression are occurring in the tumor epithelium or stromal cells. To address this question, *PPAR* isotype expression was obtained from a published dataset created by Mitsui et al. [36]. This study obtained transcriptomic data from AKs and SCC but utilized laser capture microdissection to limit the analysis to the epithelial tissue (Table S4). In this case, the pattern of *PPAR* expression was similar to the observed changes in Figure 5D. *PPARA* expression was reduced by 66.6% and 65.7% in SCCs and AKs, respectively (Table S4). *PPARG* expression was reduced by 58.3% in SCCs and 50.5% in AKs (Table S4). Finally, *PPARD* expression was increased by 2.83-fold in SCCs and 2.48-fold in AKs (Table S4). Thus, these data suggest that alterations in PPAR expression are likely observed in tumor cells themselves. Whether a similar alteration in expression occurs within stromal cells is unclear and requires additional studies. 

Since *PPAR* expression at the transcript level does not necessarily imply PPAR activity, we next performed an upstream regulator analysis via IPA to determine whether alterations in PPAR isoform activity occur in NMSC. In Figure 5E, we plot the predicted mean activation z-scores for PPARα, PPARδ, and PPARγ for the tumor datasets. In SES relative to NES, the mean z-scores for all three PPARs were not significantly different from zero, indicating that none of the PPARs are predicted to be activated or inhibited in normal chronically sun-damaged skin. In contrast, a trend towards decreased PPARα and PPARγ z-scores is seen in AK lesions, while significantly negative z-scores are observed in human SCCs and BCCs and mouse SCCs. In the cases of all three malignancies, the mean z-scores met or exceeded the z-score cutoff of −2.0, which predicted that both PPARα and PPARγ signaling are inhibited and correlate well with the expression data observed in Figure 5D. 

While the predicted activity for both PPARα and PPARγ match up well with the expression data, the activity score for PPARδ in Figure 5E is the opposite of what would be predicted simply by assessing *PPARD* expression in Figure 5D. This is particularly notable for the mouse SCCs in which *PPARD* expression is significantly elevated, while PPARδ activity is predicted to be inhibited. The discordant results between *PPARD* expression and PPARδ activity could potentially be explained by reduced RXRα activity. Thus, the inhibition of the RXR function, such as through LPS or IL1 signaling, could indirectly suppress all RXRα heterodimeric partners, including PPARδ. The idea that all heterotrimeric partners of RXRα might be inhibited is supported by a shift from increased “LXR/RXR Activity” canonical pathway z-scores in sun-damaged skin to a reduction in “LXR/RXR Activity” z-scores for AKs, BCCs, and human and mouse SCCs (Figure S5). 

Finally, conflicting data are seen in BCCs. Figure 5A,B indicate that PPAR signaling overall and PPARα/RXRα activation are not significantly altered in BCCs. Yet, like AKs and SCCs, *PPARA* and *PPARG* expression are decreased in Figure 5D, and the activity of all three PPARs are predicted to be inhibited in Figure 5E. While it is difficult to explain these discrepant results, it is possible that the differential epigenetic regulation of PPAR-specific target genes in neoplastic basal cell populations results in a skewed analysis of PPAR activity. 

### 3.7. Increased PPARD Expression Represents a Marker of Myofibroblast Populations Found in Pparg-/-^epi^ Skin

Given that the loss of PPAR signaling and *PPAR* expression is a feature of AKs and SCCs, we examined the expression of the three PPAR isoforms within the individual cell clusters of our scRNAseq dataset. 

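*Ppara* encodes the receptor that turns on fatty acid oxidation and lies on chromosome 15 of GRCm38 from 85734983 to 85802819 (ENSMUSG00000022383). In sebocytes, the lipid-secreting cells of the hair follicle, it stood at 47.4 CPM (28.5 to 74.0) from 19 UMIs, against 2.35 CPM in all other cells, a ratio of 20.1 (12.7 to 31.8). *Pparg* stood at 119.6 CPM (88.2 to 159) in sebocytes from 48 UMIs, against 5.69 CPM in all other cells, a ratio of 21.0 (15.8 to 28.0). A *Ppara* UMI was seen in 12 and a *Pparg* UMI in 20 of the 23 sebocytes. In keratinocytes, *Ppara* stood at 3.09 CPM in the library labelled *Pparg*-/- epi and 9.55 CPM in the library labelled WT, a log2 ratio of -1.63. In fibroblasts it stood at 0.440 and 0.629 CPM. A keratinocyte sub-cluster that met no marker list, with 258 cells of the library labelled *Pparg*-/- epi, also held *Pparg* at 157 CPM (143 to 172), in 114 of these cells. The sebocytes are few, come from 1 library and were not found at resolution 2 or under a stricter cell filter.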

In Figure 6A,B, *Ppara* and *Pparg* are highly expressed only within the small sebocyte cluster (cluster 19). This is not surprising as PPARα and PPARγ are key to the lipogenesis that is needed to produce the sebum present in mature sebocytes [37]. The importance of PPARγ in sebocyte differentiation is seen in the absence of lipid-filled sebocytes in the dermis of *Pparg*-/-^epi^ mice [6]. It is therefore not surprising that all of the sebocytes that were identified in the scRNAseq unsupervised cell clustering were found in the WT mice (Table S3).

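Sebocytes, whose lipid synthesis depends on *Pparg*, numbered 23 of 12456 cells, or 0.185% (0.117 to 0.277), in the library labelled WT and 0 of 9728 in the library labelled *Pparg*-/- epi, which allows a share of up to 0.0308%. They were found by clustering the keratinocytes again into 21 sub-clusters, and none were found in either library at resolution 2 or under a stricter cell filter. A gate on 4 of 8 sebocyte markers found 14 cells, or 0.112%, in the library labelled WT and 0 in the other. Keratinocytes and sebocytes together were 35.7% of cells in the library labelled WT and 21.2% in the library labelled *Pparg*-/- epi. Among cells with a Y-linked UMI and no *Xist* UMI, keratinocytes alone were 16.9% and 17.7%. The absence of sebocytes from the library labelled *Pparg*-/- epi runs as the labels say, whereas the *Pparg* tags in its keratinocytes do not.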

In contrast to *Ppara* and *Pparg, Ppard* was highly expressed only in the fibroblast clusters with myofibroblast features as well as the smooth muscle cell cluster (Figure 6C). This is somewhat surprising and suggests that high *Ppard* expression in mouse fibroblasts may represent a marker of myofibroblast differentiation. It might be noted that myofibroblasts are increased in the tumor microenvironment [38]. Thus, future studies are needed to determine whether cancer-associated fibroblasts with myofibroblast features also overexpress *Ppard*. 

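*Ppard* encodes the remaining receptor of the family, which acts in most tissues, and lies on chromosome 17 of GRCm38 from 28232700 to 28301474 (ENSMUSG00000002250). Smooth muscle cells or pericytes held 62.9 CPM from 54 UMIs, 3.11 times the level of the fibroblast clusters without myofibroblast features (2.37 to 4.07). The 3 myofibroblast clusters held 21.3 CPM against 20.3 CPM in those other fibroblast clusters, a ratio of 1.05 (0.976 to 1.14). Within the library labelled *Pparg*-/- epi these levels were 21.4 CPM (20.1 to 22.7) and 18.6 CPM (17.1 to 20.3), and within the library labelled WT 19.3 CPM (11.2 to 30.9) and 21.1 CPM (19.9 to 22.3). With cells of the library labelled *Pparg*-/- epi thinned to 1000 UMIs, a *Ppard* UMI was seen in 2.64% (1.95 to 3.50) and 1.40% (0.933 to 2.02), and at 2000 UMIs in 4.09% (3.21 to 5.12) and 3.88% (3.07 to 4.82). Among the 3, clusters 3 and 24 held 20.7 and 22.3 CPM and cluster 25, the smallest, 32.7 CPM. Neutrophils held 28.5 CPM, epidermal γδ T cells 24.2 CPM and Langerhans cells 9.36 CPM.

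**Figure D3:**
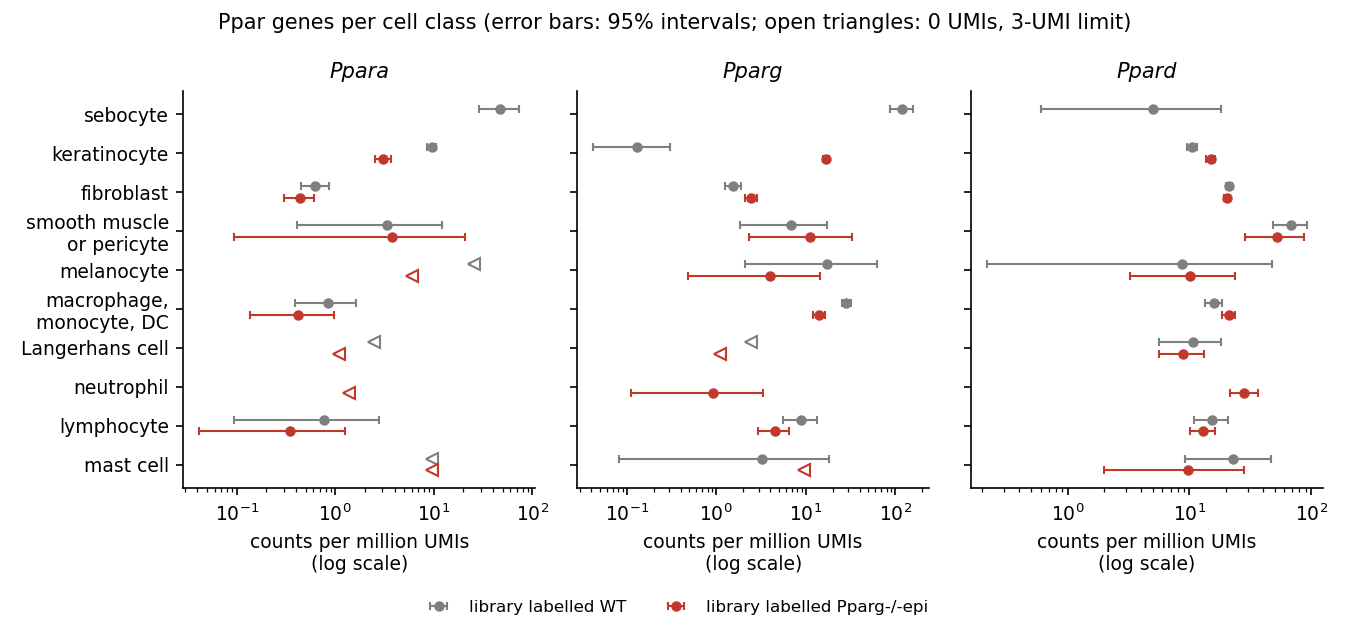
Each point gives *Ppara*, *Pparg* or *Ppard* in CPM (log scale) in a cell class of at least 20 cells, in the library labelled WT (gray) and in the library labelled *Pparg*-/- epi (red), with 95% intervals and open triangles for the limit that 0 UMIs allow. *Ppara* and *Pparg* are highest in the sebocytes, at 47.4 and 119.6 CPM, and *Ppard* in smooth muscle cells or pericytes.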

As noted above, laser capture microdissection data of human AKs and SCCs indicate that increased *PPARD* occurs within the tumor cells themselves (Table S4 and [36]). Thus, it remains to be seen whether tumor-associated myofibroblasts may be contributing to the increase in *PPARD* mRNA that was observed in the NMSCs. If so, studies to determine the role of PPARδ in cancer-associated fibroblast formation and function would be of interest.

Unfortunately, scRNAseq lacks the sensitivity to assess the level of PPAR isoform transcripts in the remaining clusters seen in Figure 6A–C. Thus, the absence of measurable *Pparg* expression in cluster 10 is surprising. 

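*Adipoq*, the adiponectin gene of mature adipocytes, had 4 UMIs in all 22184 cells, and *Plin1*, which encodes the coat protein of their lipid droplets, had 0 UMIs in cluster 1, the largest fibroblast cluster. *Lpl*, a lipase gene that adipocyte progenitors also carry, stood at 325 CPM in cluster 1. *Pparg* in the fibroblast clusters ranged from 0 UMIs in cluster 29 and 0.516 CPM in cluster 1 to 4.67 CPM in cluster 7. No cluster here was paired with the fibroblast and adipocyte cluster of the paper, so the values are given for all fibroblast clusters. With each cell thinned to 1000 UMIs, a *Pparg* UMI was seen in 0.185% of the fibroblasts of the library labelled *Pparg*-/- epi and in 0.159% of those of the library labelled WT. At 2000 UMIs these shares were 0.534% (0.326 to 0.823) and 0.288% (0.164 to 0.467).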

The Enrichr analysis indicated that the gene expression signature of cluster 10 cells aligned with both fibroblasts and adipocytes. PPARγ expression is well known to be markedly upregulated during adipocyte differentiation and is necessary for adipogenesis [39]. The absence of increased *Pparg* expression in this cluster indicates that differentiated adipocytes were not present. This suggests that the adipocyte features in this cluster are reflective of the presence of adipocyte progenitor cells [40] or adipocyte-derived fibroblasts [41]. It should also be noted that the absence of mature adipocytes was also by design, as our cell isolation methodology included low-speed centrifugation to remove less dense lipid-laden adipocytes from our collection. This allowed us to enhance the overall cell viability as well as to enrich our cell population for stromal fibroblasts and immune cells.

## 4. Discussion

In this report, we show that the loss of epidermal *Pparg* in mice is sufficient to induce transcriptomic changes that mimic those observed in actinic disease and SCCs. These changes include multiple changes in inflammatory signaling, chemokine expression, and immune cell recruitment. The gene set enrichment analysis revealed largely similar activation and inhibition profiles for canonical signaling pathways and diseases and biofunctions. A surprising and informative finding is that there was a switch from increased PPAR signaling in normal sun-exposed skin (SES) to a loss of PPAR signaling in AKs and cutaneous SCCs. This PPAR signaling switch correlates with a similar switch between increased *PPARG* expression in SES to reduced *PPARG* expression in malignant AK and cutaneous SCC lesions. A similar but less intense change in the pattern of *PPARA* expression was also observed. In contrast, *PPARD* expression was increased in both AKs and cutaneous SCCs. This indicates that the loss of overall PPAR signaling and an associated loss of *PPARG* and *PPARA* expression are important features that distinguish NMSC from sun-damaged skin. To our knowledge, this report is the first to demonstrate that PPAR signaling is the top commonly inhibited canonical signaling pathway in SCC development. We and others have shown that the loss of epidermal *Pparg* promotes both chemical and photocarcinogenesis in mice [9,11,12]. Thus, our data further support the idea that PPARγ acts as a potential tumor suppressor in both human and murine cutaneous SCC formation.

There are multiple potential mechanisms through which PPARγ activity could be lost in cutaneous neoplasia. These include genetic deletions or inactivating mutations. Since the germline loss of one *Pparg* allele in mice results in an increased susceptibility to chemical carcinogenesis [12], the complete loss of PPARγ activity is likely not necessary for increased tumorigenesis. The human *PPARG* gene is located at the 3p25 chromosomal locus [42]. It is therefore of interest that the loss of heterozygosity (LOH) of large portions of 3p was observed in 25% of AKs and 53% of cutaneous SCCs [43]. Another study showed that the chromosomal loss of 3p was seen in 53% of SCCs and 60% of SCCs in situ [44]. The LOH for 3p has also been described in two of five human SCC cell lines (SCC-12 and MET-1, but not SCC-13, SCL-I, or SCL-II) [45]. In addition, the LOH of chromosomal locus 3p25 is common in related head and neck SCCs (54%) [46] and laryngeal SCCs (60%) [47]. Interestingly, the LOH of 3p25 was not seen in any of the 10 cases of non-malignant laryngeal squamous metaplasia [47]. As we found that *PPARG* expression was not reduced in sun-exposed skin, this supports the idea that the loss of PPARγ expression and activity is a tumor-specific event. In contrast to *PPARG*, the LOH at chromosomal loci for the *PPARA* gene (22q) or the *PPARD* gene (6p) is infrequent (<5%) in cutaneous SCCs [43,45,48,49].

Loss-of-function somatic missense mutations of *PPARG* have also been described in cancer but are not particularly common [50]. However, as UV is a potent mutagen and UV-induced tumors have the highest reported mutation burden of human cancers [51], it is possible that somatic LOF mutations are more frequent in cutaneous SCCs.

An additional potential mechanism for the loss of PPARγ signaling in AK and SCCs includes alternative splice variants with dominant negative (dnPPARγ) activity. A number of dnPPARγ splice variants have been shown to be increased in cancer (γORF4 [52], hPPARγ1_tr_ [53], and PPARγΔ5 [54]). In mice, both TNF and LPS suppress *Pparg* expression and induce *Pparg*Δ5 splice variant expression, providing a mechanism for the loss of PPARγ activity through alternative splicing [33]. In the case of hPPARγ1_tr_, the expression of this splice variant was identified in lung SCCs but not adjacent normal tissue [53]. Thus, the upregulation of dnPPARγ variants, specifically in tumors, could also account for reduced PPARγ activity.

Reduced *PPARG* and *PPARA* expression have also been documented in some cancers through micro RNAs (miRNAs), long non-coding RNAs (lncRNAs), and promoter hypermethylation.

Using Targetscan 8.0 [55,56], 274 or 502 distinct miRNAs are predicted to target human *PPARG* or mouse *Pparg*, respectively. While the role of miRNAs in suppressing *PPARG* expression has not been adequately studied in NMSC, one study demonstrated that miR-27b, miR-130b, and miR-138 are all upregulated in colon cancer and correlate negatively with *PPARG* mRNA and protein expression [57]. In addition, the elevation of miR-374a/-128/-130b was seen in seven cases of human cutaneous SCCs relative to non-lesional skin [58]. All three of these miRNAs are predicted to bind to the human PPARG 3′-UTR, although a role in regulating *PPARG* expression was not addressed.

Like miRNAs, a number of lncRNAs have the ability to alter PPAR expression [59]. MALAT1 is a known lncRNA regulator of tumor development and is overexpressed in cutaneous SCCs [60,61]. MALAT1 is also thought to target *PPARG* [59]. In competing endogenous RNA networks (ceRNA networks), sequence homology between lncRNAs and miRNAs competes for miRNA target binding to suppress the regulatory function of miRNAs. A study of human cutaneous SCCs examined correlations between 3221 differentially expressed transcripts and 24 differentially expressed lncRNAs (DElncRNA). By incorporating known miRNA targets of the lncRNAs, they were able to predict ceRNA networks that are operational in cutaneous SCCs [62]. Of the 24 DElncRNAs that were identified, 5 were predicted to target *PPARG* (HCG18, LINC00342, HLA-F-AS1, SNX29P2, and POLR214) [62]. In addition, all five were downregulated. Thus, the loss of these lncRNAs could, in turn, promote the miRNA-induced suppression of *PPARG* expression. Consistent with this idea, *PPARG* expression was decreased in their dataset (Log2FC of −0.91071; FDR 1.73 × 10^−7^).

Another epigenetic mechanism for the potential loss of *PPARG* expression in skin cancer is promoter hypermethylation. Promoter hypermethylation of the *PPARG* gene by ubiquitin-like, containing PHD and RING finger domains, 1 (UHRF1) are associated with poor prognosis in colorectal cancer [63]. However, it has yet to be determined whether promoter methylation and the silencing of *PPARG* gene expression occur in NMSC.

Finally, recent studies indicate that PPARγ and NF-κB signaling have a complex and mutually antagonistic relationship. Studies in adipocytes, mesenchymal stem cells, and macrophages show that stimulation with LPS or TNFα act to suppress overall *PPARG/Pparg* transcript expression and target gene expression [33]. The constitutive activation of NF-κB has been described as a common feature of malignancy due to activating mutations of NF-κB transcription factors themselves or upstream regulators [64]. It is possible that the loss of *PPARG* expression or activity through any of these epigenetic or genetic mechanisms could result in a self-sustaining negative feedback cycle whereby the initial loss of PPARγ anti-inflammatory activity results in increased inflammatory cytokine production that results in a further degradation of PPARγ signaling within the tumor cells themselves or surrounding stromal cells.

The decrease in PPARα expression suggests that this transcription factor may also play a tumor suppressor role, particularly in mouse SCCs. Further studies are needed to clarify the degree to which PPARγ and PPARα activity are suppressed in NMSC and the mechanisms through which this occurs. It would therefore be of interest to determine the degree to which mice lacking epidermal *Ppara* exhibit transcriptomic changes that mirror those observed in AKs, SCCs, and *Pparg*-/-^epi^ mice.

Given that PPARγ has an important anti-inflammatory role, it is not surprising that another key finding from our analysis is that inflammatory signaling and immune cell activation are a common feature of *Pparg*-/-^epi^ mice, Aks, and SCCs. This suggests that the loss of PPARγ activity acts to promote neoplasia through its ability to induce stromal changes associated with tumorigenesis. This included a prominent accumulation of neutrophils and macrophage cells. It might be noted that mice expressing dominant negative *Pparg* (dn*Pparg*) in type II pulmonary alveolar cells stimulate the mobilization and recruitment of myeloid cells with MDSC activity [65]. Given that *Pparg*-/-^epi^ mice have a marked defect in CHS responses, it is tempting to speculate that the myeloid cell infiltrate that we observe exhibits MDSC activity. However, additional functional studies are needed to verify whether these myeloid cells represent MDSCs and contribute to the immune suppression seen in *Pparg*-/-^epi^ mice.

An interesting feature of our analysis is the increase in *PPARD/Ppard* during malignant progression. It is possible that whatever mechanism is involved in downregulating PPARγ and PPARα expression fails to elicit the downregulation of PPARδ. Alternatively, since PPAR isoforms have overlapping functions, particularly in cellular energy production [66], the increase in *PPARD/Ppard* may also serve a compensatory function to mitigate the changes that are caused by a loss of the other isoforms in human and mouse tumors. The increase in PPARδ may also promote tumor angiogenesis and progression through its effects on endothelial cells [67].

Another potential explanation for the increase in PPARδ transcripts in AKs and SCCs might be implied by our scRNAseq data from *Pparg*-/-^epi^ mice. We found that *Ppard* expression was increased in *Pparg*-/-^epi^ mice, particularly in fibroblasts expressing myofibroblast markers. It has been reported that PPARδ mediates fibroblast differentiation to profibrotic myofibroblasts by inducing the expression of TGFβ, which, in turn, induces the expression of alpha smooth muscle actin [68]. 

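Over all cells, *Ppard* stood at 18.6 CPM in the library labelled *Pparg*-/- epi and 16.9 CPM in the library labelled WT, a log2 ratio of 0.14. Fibroblasts held 20.3 CPM from 1570 UMIs and 21.0 CPM from 1270 UMIs, a log2 ratio of -0.05 (-0.15 to 0.06). The clusters with high *Acta2* and *S100a4* held 21.4 CPM in the library labelled *Pparg*-/- epi and 19.3 CPM from 17 UMIs in the library labelled WT, and the other fibroblast clusters held 18.6 and 21.1 CPM. The 2 values of the former clusters come from unlike cells. In the library labelled WT 82 of the 111 cells lay in cluster 25, and in the other 1417 of 1790 lay in cluster 3. Keratinocytes held 14.9 and 10.5 CPM, a log2 ratio of 0.50, and macrophages, monocytes and dendritic cells held 21.0 and 15.8 CPM. With each fibroblast thinned to 1000 UMIs, 2.22% and 2.13% had a *Ppard* UMI, and at 2000 UMIs 3.47% and 3.95%. Without thinning the shares were 30.4% and 18.6%, at the deeper counts of the library labelled *Pparg*-/- epi. Keratinocytes thinned to 1000 UMIs had it in 1.31% and 1.07%.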

While the significance of this finding requires further studies, the presence of myofibroblasts is associated with chronic inflammation, fibrosis, and wound healing [69]. Myofibroblast markers are also associated with cancer-associated fibroblasts (CAFs) [70]. Thus, the observed increase in *PPARD*/*Ppard* expression in the tumor datasets may simply reflect an increase in myofibroblasts that are characteristic of the tumor stroma. Moreover, as PPARγ activation suppresses TGFβ expression and myofibroblast differentiation [71], this may also indicate that PPARγ and PPARδ have opposing actions in myofibroblast differentiation and fibrosis.

A weakness of our studies is that our mouse model results in the embryonic loss of *Pparg*. Thus, our studies carried out in adult mice would cause them to suffer from long-standing dermal inflammatory changes that would create a new normal homeostatic state. Thus, the proximal events that are first initiated by the loss of epidermal PPARγ cannot be assessed. If the loss of *PPARG* is a defining feature of NMSC tumor–stroma interactions, then it would be important to determine the nature of these early signals to identify potential interventional targets. While this would be difficult to achieve in our *Pparg*-/-^epi^ mice, these studies could be performed in floxed *Pparg* mice crossed with a tamoxifen-inducible Krt14-Cre transgene.

In conclusion, the loss of PPARγ expression and activity is a top feature of both *Pparg*-/-^epi^ mouse skin and AK and SCC transcriptomic datasets. A more modest reduction in PPARα expression and activity is also observed. A single-cell analysis also reveals that *Pparg*-/-^epi^ mouse skin exhibits immune cell infiltrates and myofibroblast differentiation that is indicative of a chronic inflammatory state. This genomic approach supports previous studies indicating that PPARγ is an important tumor suppressor in cutaneous carcinogenesis, leading to actinic disease and squamous cell carcinoma. Specifically, the loss of tumor cell-specific PPARγ activity may be necessary for the establishment of the stromal inflammatory microenvironment that is a hallmark of neoplastic disease in the skin.

## Figures and Tables

**Figure 1:**
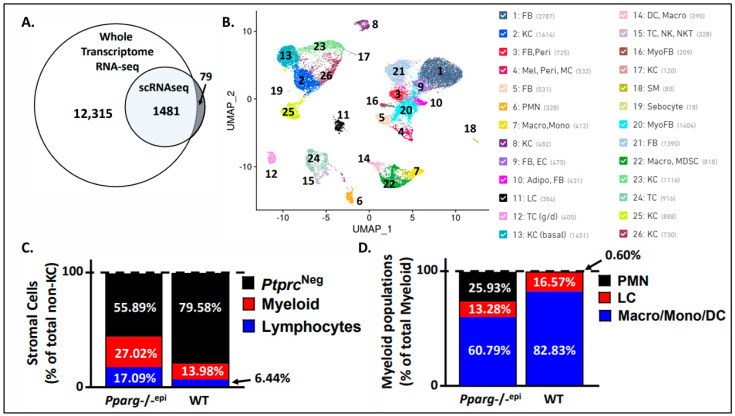
Single-cell sequencing reveals changes in the dermal cell infiltrate in *Pparg*-/-^epi^ mice. (**A**) A Venn diagram showing the overlap between differentially expressed genes (DEGs) from whole transcriptomic RNA sequencing (RNA-seq) and from the single-cell RNA sequencing (scRNAseq) of *Pparg*-/-^epi^ mouse skin. While scRNAseq suffers from reduced sensitivity, thus resulting in a much smaller number of DEGs, 94.94% of the DEGs identified by scRNAseq were also identified as DEGs by whole transcriptomic RNA-seq. (**B**) An unsupervised cell cluster analysis using uniform manifold approximation and projection (UMAP) depicts 26 cell clusters that are present in both WT and *Pparg*-/-^epi^ mouse skin. FB: fibroblasts; KC: keratinocytes; Peri: pericytes; Mel: melanocytes; MC: mast cells; PMN: polymorphonuclear cells; Macro: macrocytes; Mono: monocytes; EC: endothelial cells; Adipo: adipocytes; LC: Langerhans cells; TC (g/d): γδ T-lymphocytes; DC: dendritic cells; NK: natural killer cells; NKT: natural killer T-lymphocytes; MyoFB: myofibroblasts; SM: smooth muscle; MDSC: myeloid-derived suppressor cells. (**C**) Cytokeratin-negative stromal cells from either WT or *Pparg*-/-^epi^ skin were subdivided into CD45 (*Ptprc*)-positive and *Ptprc*-negative (*Ptprc*^Neg^) cell populations. *Ptprc*-positive immune cells were subdivided into *Cd3*-positive lymphocyte and *Cd3*-negative myeloid populations. The different populations are depicted as a percentage of total stromal cells. (**D**) The myeloid populations were further subdivided into a granulocytic (PMN) population, Langerhans cell population, and a pooled population of non-granulocytic macrophages, monocytes, and dendritic cells (Macro/Mono/DC). Each population is shown as a percentage of total myeloid cells.

**Figure 2:**
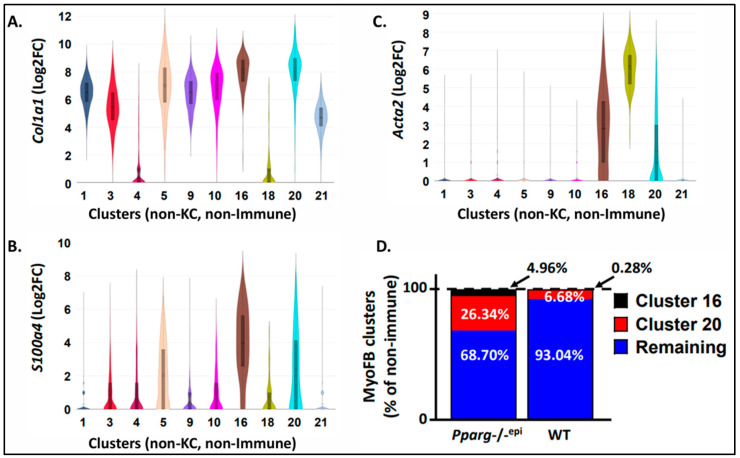
Fibroblast clusters expressing myofibroblast gene markers are increased in *Pparg*-/-^epi^ mouse skin. (**A**–**C**) Violin plots showing the log 2 fold change (Log2FC) of the following genes that were expressed in both cytokeratin-negative and CD45 (*Ptprc*)-negative stromal cell clusters: (**A**) alpha-1 type I collagen (*Col1a1*), (**B**) S100 calcium-binding protein A4 (*S100a4*), and (**C**) smooth muscle actin 2 (*Acta2*). (**D**) The percentages of cluster 16 and 20 fibroblasts that are enriched in the expression of myofibroblast (MyoFB) markers as a percentage of total non-immune stromal cells are shown for both WT and *Pparg*-/-^epi^ mouse skin.

**Figure 3:**
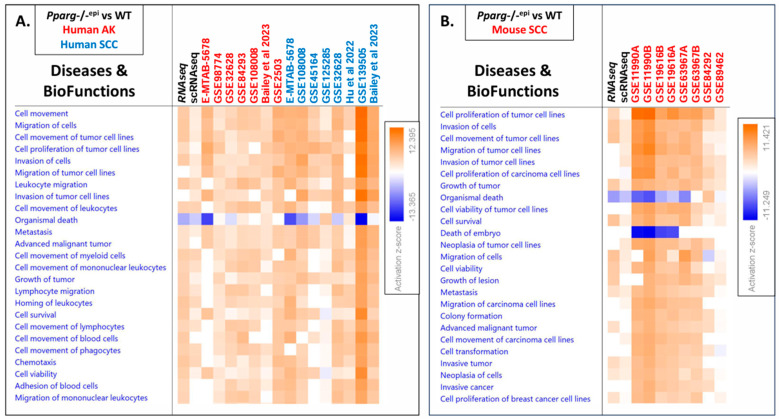
A heat map showing the top common diseases and biofunctions that are mapped to the differentially expressed genes found in *Pparg*-/-^epi^ mice, human actinic keratoses (AKs), human squamous cell carcinomas (SCCs), and mouse SCCs. Differentially expressed genes from the whole transcriptomic RNA sequencing (RNAseq) and single-cell RNA sequencing (scRNAseq) were obtained for *Pparg*-/-^epi^ relative to the WT mice. (**A**) The DEGs from these two datasets, as well as the DEGs obtained from publicly available human AK and SCC tumor databases (Table S4), were uploaded for Qiagen’s Ingenuity Pathway Analysis. A comparison analysis was performed, and the top 25 diseases and biofunctions that were mapped to the various databases are shown and ranked by activation z-score. (**B**) A comparison heat map showing the top 25 diseases and biofunctions that are common to both the DEGs from *Pparg*-/-^epi^ mouse skin and mouse SCC transcriptomic datasets.

**Figure 4:**
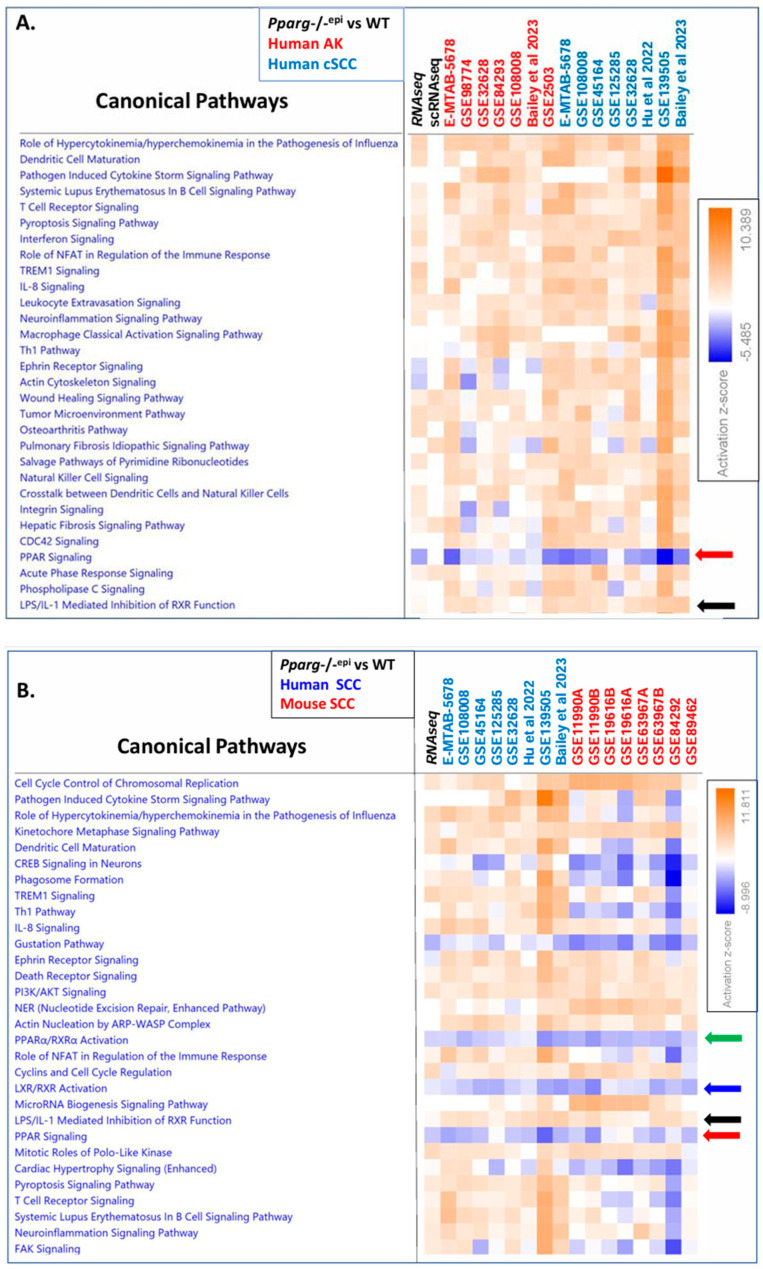
Heat maps showing top common canonical pathways that are mapped to the differentially expressed genes found in *Pparg*-/-^epi^ mice, human actinic keratoses (AKs), human squamous cell carcinomas (SCCs), and mouse SCCs. (**A**,**B**) The data analyzed in Figure 3 were further analyzed for common canonical pathways using an IPA. The canonical pathways in (**A**,**B**) are marked as follows: “PPAR Signaling” is marked by the red arrow. “LPS/IL-1 Mediated inhibition of RXR Function” is marked by the black arrow. The green arrow marks “PPARα/RXRα Activation”, and the blue arrow marks “LXR/RXR Activation”. (**A**) The top 30 canonical pathways that were mapped to the *Pparg*-/-^epi^ mouse and human AK and SCC databases are shown and ranked by activation z-score. (**B**) The top 30 canonical pathways that are common to the *Pparg*-/-^epi^ mouse skin, human SCC, and mouse SCC, transcriptomic datasets are shown (ranked by z-score).

**Figure 5:**
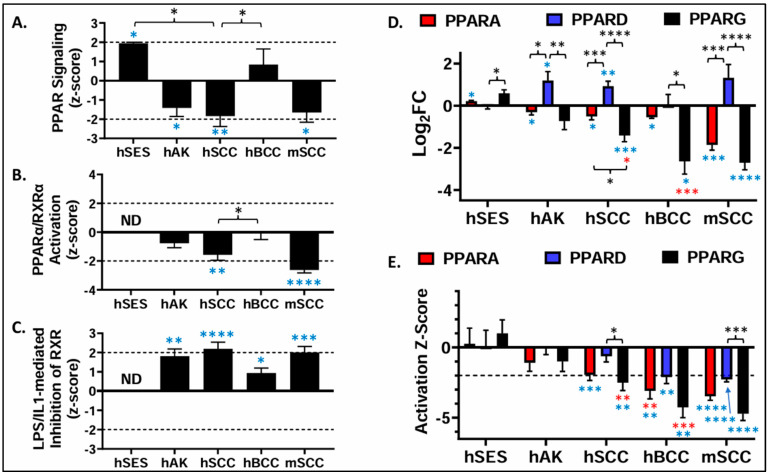
The transcriptomic analysis indicates that PPAR signaling is inhibited, while PPARγ (and PPARα) expression and activity are suppressed in human AKs, human SCCs, and mouse SCCs. (**A**–**C**) Following GSEA, activation z-scores were obtained for each of the different datasets for the following canonical pathways: (**A**) PPAR signaling, (**B**) PPARα/RXRα activation, and (**C**) LPS/IL1-mediated inhibition of RXR. The plots depict the mean and SEM of the activation z-scores for the different canonical pathways. The hashmark lines represent the cutoff for the predicted activation (2.0 activation z-score) or predicted inhibition (–2.0) of the respective canonical pathway. For the hSES dataset, no predictive z-score was provided for these canonical pathways (ND = no data). (**D**) For each dataset, the mRNA expression for each of the three different PPAR isoforms was obtained as the Log_2_ fold change (Log2FC). The data shown are the mean and SEM of the Log_2_FC. (**E**) After uploading the DEG data from each tumor or hSES dataset for the IPA, activation z-scores were obtained for PPARα, PPARδ and PPARγ. The data shown are the mean and SEM of the activation z-score for each PPAR isoform. The hashmark line represents the cutoff for the predicted inhibition (−2.0) of the respective PPAR isoform. Blue asterisks = significantly different from zero. One sample T-test. Red asterisks = significantly different from hSES expression (1-way ANOVA). Black asterisks = significantly different from each other (1-way ANOVA). *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001.

**Figure 6:**
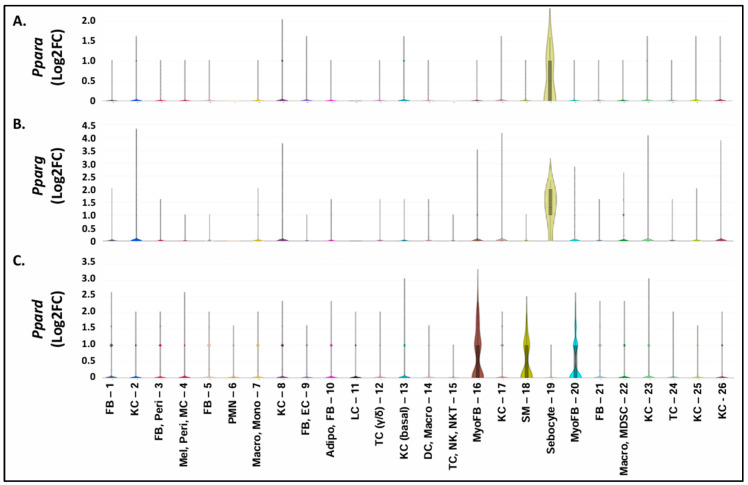
Cell clusters with a high level of expression of the three PPAR isoforms. (**A**–**C**) The expressions of *Ppara* (**A**), *Pparg* (**B**), and *Ppard* (**C**) are shown for all of the individual cell clusters obtained following the scRNAseq of skin cells (combined cells isolated from both WT and *Pparg*-/-^epi^ mouse skin). Both *Ppara* and *Pparg* expression were highly enriched in sebocyte cluster 19. In contrast, *Ppard* expression was enriched in myofibroblasts (clusters 16 and 20) and smooth muscle cells (cluster 18).

**Table 1:** The top 20 disease or biofunction terms that match with the DEG dataset from *Pparg*-/-^epi^ mouse skin relative to WT skin (sorted by z-score).

Disease or Biofunction Annotation	*p*-Value	Activation z-Score
Chemotaxis of leukocytes	1.61 × 10^−12^	5.052
Homing of leukocytes	8.69 × 10^−14^	4.724
Cell movement of tumor cell lines	3.36 × 10^−11^	4.686
Chemotaxis	2.68 × 10^−18^	4.644
Migration of cells	1.13 × 10^−30^	4.623
Homing of blood cells	4.72 × 10^−14^	4.574
Cell survival	2.9 × 10^−15^	4.568
Leukocyte migration	2.98 × 10^−29^	4.468
Cell movement	2.97 × 10^−37^	4.464
Cell movement of blood cells	1.82 × 10^−29^	4.36
Invasion of cells	9.29 × 10^−15^	4.359
Homing of cells	3.91 × 10^−21^	4.249
Inflammatory response	9.14 × 10^−20^	4.174
Cell movement of myeloid cells	2.13 × 10^−18^	4.171
Recruitment of myeloid cells	1.19 × 10^−13^	4.121
Cell viability	1.77 × 10^−14^	4.086
Recruitment of blood cells	3.44 × 10^−19^	4.07
Cell movement of phagocytes	5.77 × 10^−19^	4.029
Growth of lesion	5.78 × 10^−30^	3.992
Growth of tumor	1.15 × 10^−29^	3.942

## Data Availability

The raw data supporting the conclusions of this article will be made available by the corresponding author upon request. Some of the data in this report were derived from resources available in the public domain [see Table S4 for public dataset sources].

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cells13161356/s1, Figure S1: Single-cell RNA sequencing data summary for wildtype (WT) mouse skin. Figure S2: Single-cell RNA sequencing data summary for *Pparg*-/-^epi^ (KO) mouse skin. Figure S3: Top diseases and biofunctions that are common in *Pparg*-/-^epi^ mice and human BCCs. Figure S4: Top canonical pathways that are common in *Pparg*-/-^epi^ mice and human BCCs. Figure S5: Canonical pathway analysis showing tumor-specific reduction in LXR/RXR activation. Table S1: Full list of diseases and biofunctions that annotate to *Pparg*-/-^epi^ mouse skin DEG dataset. Table S2: Full list of DEGs from single-cell RNA sequencing. Table S3: Cluster identification. Table S4: Published transcriptomic datasets used for analysis. References [28,34,35,36,72,73,74,75,76,77,78,79,80,81,82,83,84,85,86,87,88,89,90] are cited in Supplementary Materials.

# Supplementary material for: The Loss of PPARγ Expression and Signaling Is a Key Feature of Cutaneous Actinic Disease and Squamous Cell Carcinoma: Association with Tumor Stromal Inflammation
**Source:** Cells. 2024 Aug 15;13(16):1356. doi: 10.3390/cells13161356
**Supplement:** Supplementary file 1

Table S4: Published Transcriptomic datasets used for analysis

Mouse cSCC vs Normal				
STUDY	SAMPLE TYPE	<i>Ppar</i> Expression<br>Log2FC (Adj p-value)<br>or (Exp p-value)*	METHODOLOGY	REF
GSE84292	SCC (n=6)<br>SES (n=6)	<i>Ppara</i> = -1.240 (2.61E-04)<br><i>Ppard</i> = 1.034 (2.90E-04)<br><i>Pparg</i> = -2.358 (2.85E-05)	UV-induced mouse tumors.<br>Whole transcriptome, Illumina HiSeq 2000	[72]
GSE63967	SCC (n=10)<br>Control (n=9)	<i>Ppara</i> = -1.944 (4.39E-07)<br><i>Ppard</i> = 1.186 (6.77E-06)<br><i>Pparg</i> = -2.297 (1.41E-06)	DMBA/TPA-induced tumors and matched dorsal skin.<br>Affymetrix Mouse Gene 1.1 ST Array	[73]
GSE63967	Spindle SCC (n=6)<br>Control (n=9)	<i>Ppara</i> = -2.100 (4.92E-08)*<br><i>Ppard</i> = 0.380 (9.21E-02)*<br><i>Pparg</i> = -1.810 (1.35E-05)*	DMBA/TPA-induced tumors and matched dorsal skin.<br>Affymetrix Mouse Gene 1.1 ST Array	[73]
GSE19616	SCC (n=5)<br>Control (n=4)	<i>Ppara</i> = -2.346 (1.67E-05)*<br><i>Ppard</i> = 0.085 (5.25E-01)*<br><i>Pparg</i> = -2.675 (2.42E-06)*	Spontaneous tumors: <i>Rb</i> & <i>Tp53</i> epidermal specific knockout (Testing dataset).<br>Affymetrix Mouse Genome 430 2.0 Array	[74]
GSE19616	SCC (n=7)<br>Control (n=4)	<i>Ppara</i> = -2.690 (3.69E-05)*<br><i>Ppard</i> = 0.377 (3.66E-01)*<br><i>Pparg</i> = -2.830 (5.43E-08)*	Spontaneous tumors: <i>Tp53</i> epidermal specific knockout (Testing dataset).<br>Affymetrix Mouse Genome 430 2.0 Array	[74]
GSE11990	SCC (n=8)<br>Control (n=5)	<i>Ppara</i> = -1.860 (1.23E-02)<br><i>Ppard</i> = 1.351 (3.93E-02)<br><i>Pparg</i> = -1.932 (5.20E-02)	Spontaneous tumors: <i>Rb</i> & <i>Tp53</i> epidermal specific knockout (Training dataset).<br>Affymetrix Mouse Genome 430 2.0 Array	[74]
GSE11990	SCC (n=7)<br>Control (n=5)	<i>Ppara</i> = -2.221 (1.27E-04)	Spontaneous tumors: <i>Tp53</i> epidermal specific knockout (Training dataset).	[74]

		<i>Ppard</i> = 0.566 (2.14E-01)<br><i>Pparg</i> = -2.859 (3.49E-06)	Affymetrix Mouse Genome 430 2.0 Array	
GSE89462	cSCC (n=3)<br>Control (n=3)	<i>Ppara</i> = -1.240 (2.61E-04)<br><i>Ppard</i> = 1.034 (2.90E-04)<br><i>Pparg</i> = -4.877 (8.02E-04)	Mouse DMBA/PMA-induced SCC<br>Agilent-028005 SurePrint G3 Mouse GE 8x60K Microarray	[75]
**Sun-exposed skin (SES) vs Non-exposed skin (NES)**				
STUDY	SAMPLE TYPE	PPAR Expression<br>Log2FC (Adj p-value)<br>or (Exp p-value)*-	METHODOLOGY	REF
GSE98774	SES (n=20)<br>NES (n=16)	<i>PPARA</i> = 0.267 (5.08E-01)<br><i>PPARD</i> = -0.248 (5.67E-01)<br><i>PPARG</i> = 0.583 (3.50E-01)	Affymetrix Human Genome U133 Plus 2.0 Array	UN
GSE142108	SES (n=15)<br>NES (n=15)	<i>PPARA</i> = 0.145 (1.00E00)<br><i>PPARD</i> = -0.028 (1.00E00)<br><i>PPARG</i> = 0.874 (9.52E-01)	Affymetrix Clariom S Assay, Human	[76]
Kita & Fraser, 2016	SES (n=302)<br>NES (n=196)	<i>PPARA</i> = ND<br><i>PPARD</i> = ND<br><i>PPARG</i> = ND	Analysis of GTEX portal data. DEGs analyzed by DESeq2. Report 522 genes with > 2-fold change and FDR < 0.01.	[34]
Genotype Tissue Expression	SES: lower leg (n=700)<br>NSES: Supra-pubic (n=604)	<i>PPARA</i> = 0.232 (2.20E-04)<br><i>PPARD</i> = 0.195 (5.57E-04)<br><i>PPARG</i> = 0.303 (3.02E-06)	Tissue-specific TPM downloaded [www.gtportal.org]. DEG calculated using edgeR (DEApp website: yanli.shinyapps.io/DEApp/)	[28]
Zou <i>et al</i> 2021	SES: (n=6)<br>NSES: (n=6)	<i>PPARA</i> = ND<br><i>PPARD</i> = ND<br><i>PPARG</i> = ND	Illumina HiSeq 4000 with 150 bp paired-end reads. DEGs defined as genes with log2Fold change >2, FDR <0.05, and Padj <0.05.	[35]
**Human Actinic Keratosis (AK) vs Normal skin**				
STUDY	SAMPLE TYPE	PPAR Expression<br>Log2FC (Adj p-value)<br>or (Exp p-value)*	METHODOLOGY	REF

E-MTAB-5678	AK (n=13)<br>NES (n=4)	<i>PPARA</i> = -0.200 (7.12E-01)*<br><i>PPARD</i> = 3.800 (8.99E-36)*<br><i>PPARG</i> = -1.400 (1.74E-03)*	Whole transcriptome, RNAseq (500 ng), Illumina HiSeq 2500, (100 bp, paired-end)	[77]
GSE98774	AK (n=18)<br>SES (n=20)	<i>PPARA</i> = -0.217 (3.87E-01)<br><i>PPARD</i> = 1.045 (6.08E-05)<br><i>PPARG</i> = -0.304 (5.87E-01)	Affymetrix Human Genome U133 Plus 2.0 Array	UN
GSE84293	AK (n=10)<br>SES (n=7)	<i>PPARA</i> = -0.732 (5.00E-01)<br><i>PPARD</i> = 0.018 (1.00E00)<br><i>PPARG</i> = -1.003 (6.66E-01)	Whole transcriptome, Illumina HiSeq 2000	[72]
Bailey et al, 2023	AK (n=14)<br>SES (n=26)	<i>PPARA</i> = -0.252 (3.15E-01)<br><i>PPARD</i> = 1.102 (3.96E-05)<br><i>PPARG</i> = -0.399 (5.69E-01)	Whole transcriptome, RNAseq (0.5 – 1.0 µg), Illumina HiSeq2000	[78]
GSE2503	AK (n=5)<br>Normal (n=5)	<i>PPARA</i> = -0.955 (5.23E-01)<br><i>PPARD</i> = 1.889 (2.64E-01)<br><i>PPARG</i> = -3.145 (1.72E-01)	Affymetrix Human Genome U133A Array	[79]
GSE32628	AK (n=14)<br>SES (n=13)	<i>PPARA</i> = 0.005 (6.81E-01)<br><i>PPARD</i> = 0.161 (2.80E-04)<br><i>PPARG</i> = 0.364 (3.44E-03)	Illumina Human WG6 v2 Expression BeadChips	[80]
GSE108008	AK (n=10)<br>SES (n=10)	<i>PPARA</i> = 0.046 (1.00E00)<br><i>PPARD</i> = 0.357 (1.00E00)<br><i>PPARG</i> = 0.247 (1.00E00)	Affymetrix GeneChip Human Gene 2.0 ST Array	[81]

GSE142108	AK (n=15)<br>NES (n=15)	<i>PPARA</i> = 0.052 (8.85E-01)<br><i>PPARD</i> = 0.285 (6.42E-01)<br><i>PPARG</i> = 0.489 (6.99E-01)	Affymetrix Clariom S Assay, Human	[76]
**Human cutaneous squamous cell carcinoma (cSCC) vs Normal skin**				
STUDY	SAMPLE TYPE	<i>PPAR</i> Expression<br>Log2FC (Adj p-value)<br>or (Exp p-value)*	METHODOLOGY	REF
E-MTAB-5678	cSCC (n=5)<br>NES (n=4)	<i>PPARA</i> = -0.100 (8.23E-01)*<br><i>PPARD</i> = 3.300 (3.45E-41)*<br><i>PPARG</i> = -0.200 (5.63E-01)*	Whole transcriptome, RNAseq (500 ng), Illumina HiSeq 2500, (100 bp, paired-end)	[77]
GSE84293	cSCC (n=9)<br>SES (n=7)	<i>PPARA</i> = -1.233 (7.04E-03)<br><i>PPARD</i> = 0.104 (9.49E-01)<br><i>PPARG</i> = -2.289 (9.84E-05)	Illumina HiSeq 2000 (Homo sapiens)	[72]
Hu et al 2022	cSCC (n=3)<br>Adjacent SES (n=3)	<i>PPARA</i> = -1.684 (2.68E-01)*<br><i>PPARD</i> * = 1.128 (6.94E-01)*<br><i>PPARG</i> = -1.598 (4.66E-01)*	mRNA & lncRNA array. CapitalBio Technology Human lncRNA Array V4	[82]
Bailey et al, 2023	cSCC (n=66)<br>SES (n=26)	<i>PPARA</i> = -0.960 (6.75E-13)<br><i>PPARD</i> = 1.043 (1.043E-11)<br><i>PPARG</i> = -2.234 (1.23E-10)	Whole transcriptome, RNAseq (0.5 – 1.0 µg), Illumina HiSeq2000	[78]
GSE139505	cSCC (n=9)<br>Normal skin (n=7)	<i>PPARA</i> = -0.369 (1.84E-01)<br><i>PPARD</i> = 1.244 (2.13E-09)<br><i>PPARG</i> = -1.134 (8.77E-02)	Whole transcriptome, RNAseq, Illumina NextSeq 500 (Homo sapiens)	[83]
GSE108008	cSCC (n=10)<br>SES (n=10)	<i>PPARA</i> = -0.117 (6.78E-01)	Affymetrix GeneChip Human Gene 2.0 ST Array	[81]

		<i>PPARD</i> = **0.734** (1.06E-02)<br><i>PPARG</i> = **-0.818** (1.39E-03)		
GSE125285	SCC (n=10)<br>Adjacent SES (n=10)	<i>PPARA</i> = **-0.284** (5.52E-01)<br><i>PPARD</i> = **0.767** (1.70E-03)<br><i>PPARG</i> = **-2.791** (3.89E-05)	Illumina HiSeq 2000 (Homo sapiens)	[84]
GSE2503	cSCC (n=5)<br>SES (n=5)	<i>PPARA</i> = **0.168** (8.88E-01)<br><i>PPARD</i> = **1.447** (7.15E-02)<br><i>PPARG</i> = **-2.579** (1.38E-01)	cDNA, Affymetrix Human Genome U133A Array	[79]
GSE45164	cSCC (n=10)<br>Normal (n=3)	<i>PPARA</i> = **-0.125** (6.08E-01)<br><i>PPARD</i> = **0.551** (2.78E-01)<br><i>PPARG</i> = **-0.299** (4.65E-01)	cDNA, Affymetrix Human Genome U133A 2.0 Array	[85]
GSE32628	cSCC (n=15)<br>NES (n=13)	<i>PPARA</i> = **-0.011** (7.49E-01)<br><i>PPARD</i> = **0.435** (1.39E-06)<br><i>PPARG</i> = **0.265** (1.65E-02)	cDNA (100 ng), Illumina Human WG6 v2 Expression BeadChips	[80]
Haider <i>et al</i> , 2006	cSCC (n=8)<br>SES (n=8)	<i>PPARA</i> = ND<br><i>PPARD</i> = **0.664** (5.00E-02)*<br><i>PPARG</i> = **-1.155** (5.00E-02)*	Affymetrix U95A-set GeneChip probe array	[86]
GSE7553	cSCC (n=11)<br>Normal (n=4)	<i>PPARA</i> = **-1.040** (9.70E-02)<br><i>PPARD</i> = **0.954** (7.26E-02)<br><i>PPARG</i> = **-3.000** (1.36E-01)	Affymetrix Human Genome U133 Plus 2.0 Array	[87]
GSE53462	SCC (n=4)<br>Normal (n=5)	<i>PPARA</i> = **-0.323** (1.53E-01)<br><i>PPARD</i> = **-0.350** (1.43E-01)	Illumina HiSeq 2000 (Homo sapiens)	[88]

		<i>PPARG</i> = -0.466 (4.99E-01)		
**Basal Cell Carcinoma**				
**STUDY**	**SAMPLE TYPE**	<i>PPAR</i> Expression<br>Log2FC (Adj p-value)<br>or (Exp p-value)*-	**METHODOLOGY**	**REF**
GSE125285	BCC (n=25)<br>Adjacent SES (n=25)	<i>PPARA</i> = -0.557 (9.60E-04)<br><i>PPARD</i> = -0.504 (2.14E-07)<br><i>PPARG</i> = -2.77 (2.38E-16)	Illumina HiSeq 2000 (Homo sapiens)	[84]
GSE7553	BCC (n=15)<br>Normal (n=4)	<i>PPARA</i> = -0.631 (2.08E-01)<br><i>PPARD</i> = 1.060 (2.29E-01)<br><i>PPARG</i> = -3.088 (6.62E-03)	Affymetrix Human Genome U133 Plus 2.0 Array	[87]
GSE6520	BCC (n=23)<br>Normal (n=8)	<i>PPARA</i> = ND<br><i>PPARD</i> = ND<br><i>PPARG</i> = ND	3 subtypes of BCC [superficial (n=8), nodular (n=8), morphoeic (n=7)] included.	[89]
GSE53462	BCC (n=16)<br>Normal (n=5)	<i>PPARA</i> = -0.437 (1.33E-01)<br><i>PPARD</i> = -0.535 (1.77E-02)<br><i>PPARG</i> = -0.510 (6.16E-01)	Illumina HumanHT-12 V4.0 expression beadchip	[88]
GSE233744	BCC (n=9)<br>Normal (n=9)	<i>PPARA</i> = ND<br><i>PPARD</i> = ND<br><i>PPARG</i> = -4.231 (3.13E-09)	Illumina NovaSeq 6000 (Homa sapiens). Reporting cutoffs (Fold change >2, p-value <0.05).	UN
GSE58377	BCC (n=13)<br>Normal (n=8)	<i>PPARA</i> = ND<br><i>PPARD</i> = ND<br><i>PPARG</i> = -2.607 (1.64E-15)	Illumina HiSeq 2500: paired-end at 100 bp. Reporting cutoffs (Log2FC > Abs (1.0), FDR <0.05).	[90]
**Epidermis Only**				
**STUDY**	**SAMPLE TYPE**	<i>PPAR</i> Expression<br>Log2FC (Adj p-value)<br>or (Exp p-value)*-	**METHODOLOGY**	**REF**

GSE42677	Human SCC<br>(n=10)<br><br>Normal<br>Epidermis<br>(n=10)	<i>PPARA</i> = -1.582 (3.61E-08)<br><i>PPARD</i> = 1.501 (1.62E-04)<br><i>PPARG</i> = -1.262 (6.84E-11)	Laser microdissection: cDNA,<br>Affymetrix Human Genome<br>U133A 2.0 Array	[36]
GSE42677	Human AK<br>(n=5)<br><br>Normal<br>Epidermis<br>(n=10)	<i>PPARA</i> = -1.543 (5.65E-05)<br><i>PPARD</i> = 1.308 (6.43E-05)<br><i>PPARG</i> = -1.014 (6.59E-04)	Laser microdissection: cDNA,<br>Affymetrix Human Genome<br>U133A 2.0 Array	[36]
UN = unpublished

How the deposited data were processed for this re-analysis (not part of the article)

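The values come from the 2 single-cell libraries of the study, 1 per genotype, each made from the pooled skin cells of 1 male and 1 female mouse. The authors processed the reads with CellRanger 6.1.1 against mm10 and deposited the filtered matrices of UMI counts per gene and cell. These counts were whole numbers before any normalization, cell filter or correction for free RNA. The authors' later steps were SoupX 1.5.2, Seurat 4, a cell filter, clustering in Loupe Browser 6.5.0 and naming of clusters with Enrichr and PanglaoDB. SoupX needs the matrix of all droplets, which was not analysed here, so no correction for free RNA was made. The authors' cell names and cluster numbers were not analysed here either, so clusters and names were rebuilt, and any difference from the paper's shares may come from the rebuilt names. Of the 32285 genes counted, 32158 were found by identifier in the mouse annotation of GRCm38 that gave the gene positions.

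Cells with 300 to 7000 genes and at most 10% mitochondrial UMIs were kept, as in the paper. This removed 39 and 24 barcodes for few genes, 98 and 0 for many genes and 376 and 236 for mitochondrial UMIs in the library labelled *Pparg*-/- epi and the library labelled WT, and kept 95.1% and 98.1%. The deeper library had 1.35 times the median UMIs per cell of the other, so single-gene shares were also computed on cells thinned to 1000 UMIs. Counts were scaled to 10000 per cell and log-transformed, the 2000 most variable genes were taken within 20 bins of mean expression, and 30 principal components, 20 nearest neighbours and Leiden clustering at resolution 1 (5 iterations, seed 1) were used on both libraries together. *Acta2*, *S100a4*, *Ppara*, *Ppard*, *Pparg*, *Xist*, Y-linked genes and mitochondrial genes were kept out of the clustering. No step aligned the libraries to each other. Scrublet called 3.28% and 4.93% of cells doublets, and these stayed in except in the alternative that removes them.

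A cluster was named after the marker list with the most markers at a log2 ratio of at least 1 over all other cells and a UMI in at least 10% of its cells, with at least 3 such markers. The name was withdrawn when its 10 leading genes held more markers of another class. The first form of this rule took the leading genes over all other cells and left fibroblast cluster 2, with 6.48% of the cells of the library labelled *Pparg*-/- epi and 7.10% of those of the library labelled WT, unnamed. It was replaced after its result was seen by leading genes over the cells of other classes, and the first form is carried as an alternative. The choice of the list by its number of markers, the merging of related lists into classes, the limit of 6 markers for epidermal γδ T cells, the second clustering of keratinocytes for sebocytes and the rule for myofibroblast clusters (*Acta2* and *S100a4* CPM at least 2-fold the median fibroblast cluster) were also settled after a first clustering had been looked at. Non-keratinocytes were all named cells other than keratinocytes and sebocytes, and non-immune stromal cells were those of them that were neither neutrophils, macrophages, monocytes, dendritic cells, Langerhans cells nor lymphocytes.

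Expression was the sum of a gene's UMIs over all UMIs of the same cells, per 1000000 (CPM), and its ratio was that of the library labelled *Pparg*-/- epi over the library labelled WT. A gene with 0 UMIs in a library was set to 3 UMIs summed over that library's cells of the class, and its ratio is given as a lower bound. The genes to name, the marker lists, the gene lists and the alternatives were written before the data were examined, though some members' values had been seen in Table S2. Named are the genes the paper names, members of the lists, and in each class the 10 highest and 10 lowest ratios among genes with at least 50 UMIs and 50 CPM in the higher library and a 2-fold ratio, without sex-linked, mitochondrial and ribosomal protein genes. The leading genes given to identify a cluster fall outside that rule and were chosen after their values were seen, as were the monocyte markers *Plac8* and *Ly6c2*. For a gene list, the number of members above, below and within a 1.5-fold ratio and the median log2 ratio are given, with the percentile of the median among 10000 random lists matched on mean expression. Lists reported are those of matrix, metalloproteinase, glycolysis and cell cycle genes in fibroblasts, of neutrophil chemoattractants in fibroblasts, all cells and macrophages, of dissociation genes in keratinocytes and fibroblasts, and of hair follicle genes in keratinocytes. Also reported are stress genes in keratinocytes, fibroblasts, macrophages, lymphocytes and Langerhans cells, resident macrophage, MHC class II and glycolysis genes in macrophages, and type 17 and type 2 genes in lymphocytes. This choice among list and class pairs was made after their values were seen. *Ctgf*, *Il36a*, *Il36g*, *Il36rn*, *Mx1* and *Pi3* had no entry in the counts under these names.

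With 1 library per genotype, the cells of a library are not replicates of a genotype, and no test between genotypes, standard error or count of changed genes was computed. The alternatives covered the cell filter (none, or 500 genes and 5% mitochondrial UMIs), resolutions 0.5 and 2, 3000 variable genes with 50 components, separate clustering of the libraries, removal of doublets, the treatment of mast cells and epidermal γδ T cells, a gate on single genes, thinning to 2000 UMIs or none, a minimum of 200 UMIs and CPM, ratios centred on the median gene and means of per-cell CPM. Alternatives added after seeing the data were the first naming rule, the unnamed cells counted as stroma, and a gate of 4 of 8 sebocyte markers.

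The steps were tested on simulated data. All 200 genes changed by design were found in the true direction, and 95.1% of the intervals of CPM ratios held the true ratio. These counts were drawn without spread between cells, as the intervals assume, so the coverage in real cells was not tested. Of random gene lists, 7% fell outside the middle 95% of their matched lists. All 3805 simulated cells were given their own class. They were drawn from the mean profiles of classes that the same rule had named, without doublets or differences between the cells of a class other than depth. This result therefore shows that the steps run and does not test the naming of real cells. A gene at equal level was seen in 83.6% of deep and 48.4% of shallow cells before thinning and in 15.1% and 21.8% after it, where 18.1% were expected in both. In 20 further draws, added after that gap was seen, the means after thinning were 17.8% and 17.9%, with gaps in single draws from -5.50 to 2.75 points. Python 3.11.15 was used with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, Scanpy 1.11.5 (for Scrublet) and matplotlib 3.10.9.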

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

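Of the tests here, only that of the depth of fibroblasts was set before its result was seen, and all others were chosen after theirs. Intervals of neighbour mixing and of UMIs per cell compared between classes come from 1000 random redraws of the cells (bootstrap). They cover the spread between cells but not between mice. Each result below is a signal, above the limit that counting sets in the library labelled WT, that the paper does not describe for the cells named. Among the genes below, the paper discusses *Pparg* across its clusters, though not by library in keratinocytes.

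*Mmp13* in fibroblasts (137.6 CPM in the library labelled *Pparg*-/- epi and 0.0331 CPM in the library labelled WT) stands for a wider pattern, in which the fibroblasts of the 2 libraries lie apart and cluster 3 is filled by a single library. With every cell thinned to 2000 UMIs, the share of a fibroblast's nearest neighbours from the other library was 0.484 of that expected by chance (0.474 to 0.495), which argues against depth as the whole cause. Epidermal γδ T cells mixed more, at 0.753 (0.712 to 0.792) without thinning and 0.811 (0.773 to 0.852) at 2000 UMIs. Mixing also depends on the spread of cells within a class. These values therefore argue only against a shift that lowers mixing alike in all classes. Langerhans cells, at 0.398, mixed no better than fibroblasts (0.392 to 0.409). Keratinocytes mixed less than fibroblasts, at 0.153, or 0.273 at 2000 UMIs. So did macrophages, monocytes and dendritic cells, at 0.288, or 0.331 at 2000 UMIs. Lymphocytes as a whole, melanocytes, mast cell-like cells and smooth muscle cells or pericytes mixed more than fibroblasts, at 0.526 to 0.844 without thinning. Depth changed the measure in melanocytes, which went from 0.526 to 0.999 (0.934 to 1.07) at 2000 UMIs. Lying apart was thus not particular to fibroblasts, and a technical effect on some classes stays open. Among cluster 3 cells of the library labelled *Pparg*-/- epi with sex-linked UMIs of 1 kind, 46.1% (43.2 to 49.0) had a Y-linked UMI, which argues against cells of 1 mouse alone. A response of fibroblasts to the genotype may explain the pattern, but with 1 library per genotype it was not tested apart from the library.

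*S100a9* in macrophages, monocytes and dendritic cells (240.1 CPM against 0.0944 CPM) and *S100a8* in lymphocytes (152 CPM against 0.384 CPM, a log2 ratio of 8.63, or 7.13 with means of per-cell CPM) belong to neutrophils, which held 399 *S100a9* UMIs per cell in the library labelled *Pparg*-/- epi. RNA from other cells may explain the share of lymphocytes with an *S100a9* UMI. It was 10.8%, against 13.0% of melanocytes, mast cell-like cells, Langerhans cells and smooth muscle cells or pericytes of the same library. The UMIs per lymphocyte were 2.92 times those of these classes (0.547 to 13.0), and 8.43 times without the mast cell-like cells (1.91 to 19.6). All 1272 UMIs lay in 146 lymphocytes, so free RNA and doublets cannot be told apart in lymphocytes either. *S100a8* itself was not put to this test. In macrophages, monocytes and dendritic cells the UMIs per cell were 6.03 times those of the same classes (2.08 to 23.2), with a UMI in 17.6% of cells, and 17.4 times without the mast cell-like cells (8.29 to 32.3), a cluster with muscle progenitor genes. Free RNA and other sources cannot be told apart there, since the lower bound fell to between 1.68 and 1.85 with any of the other 3 classes left out. Doublets with neutrophils and expression by the macrophages themselves stay open and were not tested.

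*Pparg* in keratinocytes stood at 16.8 CPM in the library labelled *Pparg*-/- epi and 0.130 CPM in the library labelled WT, although the gene was to be deleted there, a log2 ratio of 7.02 that was 4.51 under the stricter cell filter and 8.04 with means of per-cell CPM. Over all keratinocytes, *Pparg* UMIs per cell were 6.00 times those per fibroblast of the same library (4.21 to 8.36), which argues against RNA from other cells as the only source. A sub-cluster of 258 of the 2065 cells held 476 of the 616 UMIs, at 37.1 times the fibroblast level (25.8 to 53.2), against 1.56 outside it (0.915 to 2.48). It was picked as the sub-cluster with most *Pparg* UMIs, so this split follows in part from that choice. Its leading genes *Apoc1*, *Moxd1* and *Sostdc1* also led cluster 11, where 22 of the 23 sebocytes lay. Whether its cells are related to sebocytes was not tested. RNA from other cells stays open outside the sub-cluster. *Syn2*, the gene 78945 bases upstream on the same strand, was higher over all keratinocytes of the library labelled *Pparg*-/- epi as well, at 15.2 CPM against 0.104 CPM. At 2000 UMIs per cell, keratinocytes with a *Pparg* UMI held a *Syn2* UMI 4.65 times as often as those without (2.62 to 8.22). This ratio was 0.745 inside the sub-cluster (0.416 to 1.33) and 7.63 outside it (1.10 to 53.0), where 1 cell held both. Transcription that runs on from *Syn2* or an altered locus and expression of both genes by the same cells cannot be told apart, since counts per gene do not show where in the gene the tags lie. Exchanged labels were not put to a test that could have rejected them. The 23 sebocytes of the library labelled WT, *Ppara* at a log2 ratio of -1.81 and the paper's values from other mice run as the labels say. The paper also reports that scores from these libraries and from its whole-transcriptome data of other mice were largely alike. The *Pparg* tags run against the labels, but they may lie outside the deleted part of the gene. Those other mice were not analysed here, so the genotype of each library rests on its label.

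*Krt6b*, a keratin gene of wounded epidermis, stood at 85.4 CPM in the keratinocytes of the library labelled *Pparg*-/- epi and had 0 UMIs in those of the library labelled WT. This is a ratio of at least 1093-fold, or a log2 ratio of at least 10.09 that was at least 8.48 with means of per-cell CPM. The gene, like *Sprr1b*, led a sub-cluster of 31 deep cells of the former library, at a median of 36644 UMIs. How far these cells carry the ratio was not tested. *Ccl22*, a chemokine gene of migrating dendritic cells, stood at 54.2 CPM in Langerhans cells from 148 UMIs, against 2 UMIs, a log2 ratio of 5.05 (3.40 to 6.70). Genes of other cells also differed in this class, with the macrophage gene *C1qb* higher by 4.74 (358 against 6 UMIs) and *Krt15* at -4.06. RNA from other cells was not tested for *Ccl22*.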

How the results depend on the processing

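The first naming rule, the unnamed cells counted as stroma and the gate on 4 of 8 sebocyte markers were chosen after the data had been seen, and the other alternatives were planned. No paired analysis was possible because each genotype has 1 library and no test between genotypes was run, so the sets of cells with Y-linked or *Xist* UMIs are only given side by side. Of 81 recomputed shares, 71 stayed within the interval of the reported value, 10 moved and 0 changed direction. Over its alternatives the immune ratio ran from 1.99 to 2.34, the lymphocyte ratio from 2.34 to 3.28, the neutrophil ratio from 36.6 to 43.1, the myofibroblast ratio from 15.5 to 26.5 and the ratio of fibroblasts with *Acta2* and *S100a4* UMIs from 46.0 to 234. Of the values for single named genes, 358 stayed within their interval, 160 moved and 4 reversed. Except where the construction shows it, the cause was not tested.

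With no cell filter, 10228 and 12699 cells were kept, and with the stricter filter 8695 and 11788. Under the stricter filter the share of macrophages, monocytes and dendritic cells had a ratio of 0.727, sebocytes fell to 0% and the log2 ratio of *Acta2* in fibroblasts was 5.61. Of the 97 smooth muscle cells or pericytes, that filter kept 19, and 5 of these joined a fibroblast cluster. At resolution 2, sebocytes also stood at 0% and the myofibroblast ratio was 15.5. Without doublets called by Scrublet, the immune ratio was 2.22 and the lymphocyte ratio 2.68. Without epidermal γδ T cells, these were 2.21 and 3.28, since that subset differed little. The gate on single genes gave an immune ratio of 2.34, and the gate on sebocyte markers a share of 0.112% in the library labelled WT. A minimum of 200 UMIs and CPM gave a Spearman rho with Table S2 of 0.9997. Means of per-cell CPM, which weigh shallow cells as much as deep cells, gave a rho of 0.880. They gave *Acta2* in fibroblasts 7.00 and *S100a4* 2.17, and list medians of 2.43 for cell cycle, 1.20 for matrix and 0.94 for glycolysis in fibroblasts, 5.45 for stress genes in keratinocytes and 4.09 in macrophages, monocytes and dendritic cells, 1.18 for neutrophil chemoattractants over all cells and 1.31 in macrophages, monocytes and dendritic cells, and 0.21 for type 17 and type 2 genes in lymphocytes. They also reversed *Ptprc* (-0.0840), *Cd3d* (-0.0145) and *Cd3g* (-0.26) in lymphocytes. Ratios centred on the median gene gave *S100a4* in fibroblasts 2.67. The last of the 4 reversals, *Ptprc* in macrophages, monocytes and dendritic cells (0.14 to -0.11), tests nothing, since centring takes 0.25 from every gene of that class.

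The myofibroblast ratio has no value at resolution 0.5 or under the first naming rule, where no cluster met the rule. The neutrophil ratio and the ratio of fibroblasts with *Acta2* and *S100a4* UMIs have none with the libraries clustered separately, where the library labelled WT stood at 0, nor do *Ppara* and *Pparg* in sebocytes at resolution 2, where none were found. Few cells limit the values of neutrophils and sebocytes of the library labelled WT, which rest on 7 and 23 cells.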

Differences from the paper's values

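No added test enters here. Clusters were paired with those of the paper by size and by *Acta2* level and not by cells. Cluster 3, the largest with *Acta2* and *S100a4*, held 0.0338% of non-immune stromal cells in the library labelled WT, where the paper's value for its cluster 20 is 6.68%, and its ratio between libraries was 1056, where the paper's is nearly 4. The difference stayed in each alternative set before the data were examined that gave a value. Those with no filter gave 0.0677% and 529, the stricter filter 0.0351% and 1029, resolution 2 0.0336% and 555, 3000 variable genes 0.0681% and 514, doublets removed 0.0341% and 1002, and separate clustering 0%. Cluster 24 held 0.456% in the library labelled WT, where the paper's value for its cluster 16 is 0.28%. That difference closed with doublets removed, at 0.256%, and stayed under the other alternatives that gave a value.

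The paper states that *Ppard* was high only in clusters with myofibroblast features and smooth muscle. Here smooth muscle cells or pericytes stood at 62.9 CPM, in the paper's direction. Within the library labelled *Pparg*-/- epi the myofibroblast clusters stood above the other fibroblast clusters, at 21.4 against 18.6 CPM. At 1000 UMIs per cell, a *Ppard* UMI was seen there in 2.64% against 1.40% of cells, but at 2000 UMIs in 4.09% (3.21 to 5.12) against 3.88% (3.07 to 4.82). The difference from the paper lies in the size, since both libraries together gave 21.3 against 20.3 CPM, and in neutrophils, which stood at 28.5 CPM. The paper states that *Ppard* rose in the mutant mice, above all in fibroblasts with myofibroblast markers. Over all cells it was higher here, at 18.6 against 16.9 CPM, but fibroblasts stood at 20.3 CPM in the library labelled *Pparg*-/- epi and 21.0 CPM in the library labelled WT. The myofibroblast clusters stood at 21.4 CPM and at 19.3 CPM from 17 UMIs (11.2 to 30.9), in the paper's direction but within the interval of the lower value. These 2 values set unlike cells side by side, since 1417 of 1790 cells lay in cluster 3 and 82 of 111 in cluster 25.

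The paper states that *Pparg* was high only in sebocytes. Sebocytes held 119.6 CPM here, in the paper's direction, but an unnamed sub-cluster of keratinocytes of the library labelled *Pparg*-/- epi held 157 CPM. The paper states that *Col1a2* was absent from its melanocyte and mast cell cluster and its smooth muscle cluster. Without a correction for free RNA, melanocytes held 1641 CPM, smooth muscle cells or pericytes 2494 CPM and the mast cell-like cluster 218 CPM, all far below fibroblasts at 14334 CPM. The paper states that only its 2 myofibroblast clusters expressed both *S100a4* and *Acta2*. Here cluster 25 also held both, at 849 and 281 CPM, though it carried the dermal papilla genes *Crabp1* and *Lef1*. In the library labelled WT, an *Acta2* UMI was seen in 5 of the 111 cells of clusters 3, 24 and 25 together, at a median of 3732 UMIs.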

Other observations

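Values of keratinocytes and macrophages that belong to no claim of the paper are given here without a test. Of 16 measured stress and antimicrobial genes of the epidermis, all 16 were higher by more than 1.5-fold in the keratinocytes of the library labelled *Pparg*-/- epi (median log2 5.07, percentile 100 of expression-matched random lists). Values of some list members had been seen in Table S2 before the lists were written, so the percentiles in this section are descriptive. *Sprr1b*, a cornified envelope gene, and *Krt6a* and *Krt16*, keratin genes of hyperproliferative epidermis, were higher by 7.97, 4.50 and 4.00, of which means of per-cell CPM gave 7.04 and 3.19 for *Sprr1b* and *Krt6a*. The values are not specific to keratinocytes, since all 14 of these genes measured were higher in fibroblasts (median 4.44), all 12 in macrophages, monocytes and dendritic cells (4.66), 8 of 9 in lymphocytes (3.49) and all 3 in Langerhans cells (3.35). The counts hold no correction for free RNA. Of 16 measured genes of the hair follicle and basal layer, 8 were lower and 4 higher (median log2 -0.55, percentile 0), with *Krt15* at -2.69 and *Cd34*, a follicle stem cell gene, at -2.21. Of 22 genes induced by tissue dissociation, such as *Fos* and *Jun*, 13 were lower and 1 was higher in keratinocytes (median log2 -0.88, percentile 0). *Hbb-bs*, a hemoglobin gene of red blood cells, was higher by 5.22 in keratinocytes (3.78 with means of per-cell CPM, 5.86 under the stricter cell filter) and by at least 224-fold in Langerhans cells.

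Of 7 MHC class II genes, which present antigen, 5 were lower and 1 was higher in the macrophages, monocytes and dendritic cells of the library labelled *Pparg*-/- epi (median log2 -0.67, percentile 0.225). *H2-Aa* and *Cd74* had log2 ratios of -0.68 and -0.63, and *Ciita*, the gene of their master regulator, had 0.90. Dendritic cell clusters 22 and 31 held 8.88% and 3.62% of this class in the library labelled *Pparg*-/- epi and 17.8% and 1.87% in the library labelled WT. Macrophage cluster 5 held 80.6% and 13.8%. The ratios of this class therefore add a difference between kinds of cell to any difference within a kind. Of 17 measured genes of glycolysis and hypoxia, 13 were higher in this class (median 1.32, percentile 100), among them *Pgk1* by 1.17 and *Ldha* by 0.90. The immunoglobulin genes *Jchain* and *Igkc* were higher by at least 293-fold and by 6.25 in this class, and *Igha* by 7.69 in lymphocytes. Means of per-cell CPM gave *Igkc* 3.24, *Igha* 7.07 and *Jchain* at least 6.83, against at least 8.19 for its 293-fold ratio.

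The mice of a library also differed in keratinocytes, which were 16.9% of cells with a Y-linked UMI and no *Xist* UMI and 54.4% of cells with an *Xist* UMI and no Y-linked UMI in the library labelled WT, against 17.7% and 28.1% in the library labelled *Pparg*-/- epi. Lymphocytes were 2.84% and 12.2% of non-keratinocytes of these sets in the library labelled WT and 9.42% and 22.3% in the other.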
